# Transcriptional profiles of PBMCs from pigs infected with three genetically diverse porcine reproductive and respiratory syndrome virus strains

**DOI:** 10.1007/s11033-018-4204-x

**Published:** 2018-06-07

**Authors:** Marzena Rola-Łuszczak, Magdalena Materniak-Kornas, Aneta Pluta, Katarzyna Podgórska, Jens Nielsen, Tomasz Stadejek, Jacek Kuźmak

**Keywords:** PRRSV, Pig, Transcriptome analysis, Host immune response

## Abstract

Porcine reproductive and respiratory syndrome virus is the cause of reproductive failure in sows and respiratory disease in young pigs, which has been considered as one of the most costly diseases to the worldwide pig industry for almost 30 years. This study used microarray-based transcriptomic analysis of PBMCs from experimentally infected pigs to explore the patterns of immune dysregulation after infection with two East European PRRSV strains from subtype 2 (BOR and ILI) in comparison to a Danish subtype 1 strain (DAN). Transcriptional profiles were determined at day 7 post infection in three tested groups of pigs and analysed in comparison with the expression profile of control group. Microarray analysis revealed differential regulation (> 1.5-fold change) of 4253 and 7335 genes in groups infected with BOR and ILI strains, respectively, and of 12518 genes in pigs infected with Danish strain. Subtype 2 PRRSV strains showed greater induction of many genes, especially those involved in innate immunity, such as interferon stimulated antiviral genes and inflammatory markers. Functional analysis of the microarray data revealed a significant up-regulation of genes involved in processes such as acute phase response, granulocyte and agranulocyte adhesion and diapedesis, as well as down-regulation of genes enrolled in pathways engaged in protein synthesis, cell division, as well as B and T cell signaling. This study provided an insight into the host response to three different PRRSV strains at a molecular level and demonstrated variability between strains of different pathogenicity level.

**Electronic supplementary material:**

The online version of this article (10.1007/s11033-018-4204-x) contains supplementary material, which is available to authorized users.

## Introduction

Porcine reproductive and respiratory syndrome (PRRS) is a viral disease of significant economic impact on a swine industry worldwide. Clinically the disease manifests by reproductive disorders in sows and respiratory lesions and poor growth performance in growing pigs. The etiological agent of the disease, PRRS virus (PRRSV) is an enveloped, positive-sense single-strand RNA virus classified in the order *Nidovirales*, family *Arteriviridae*. Two genotypes, Type 1 and Type 2, sharing approximately 60% of genetic similarity were described [1]. A newly proposed classification denotes both types as different species within *Arteriviridae* family (https://talk.ictvonline.org/taxonomy/). Type 1 can be further divided into at least four genetic subtypes, namely Pan-European subtype 1 and subtypes 2, 3 and 4 represented by strains circulating in Eastern European countries [2]. Gathering evidences suggest the existence of additional subtypes. However, the genetic subtyping based on a small genomic fragment of ORF5 and ORF7 can be affected by genetic recombination [3–5].

PRRSV shows a remarkably high degree of genetic variation translating into high antigenic and pathogenic variability. High frequency of recombinations also contributes to occasional changes of biological properties and virulence level [6, 7]. The most striking example is a highly pathogenic Type 2 PRRSV variant with 30 aa discontinuous deletion within nsp2 protein that emerged in 2006 in China devastating swine industry in several Asian countries [8, 9]. Recent animal infection studies indicated that some East European strains of PRRSV Type 1 have been characterized by higher pathogenicity compared to the mild syndrome produced by infection with subtype 1 [10–12].

The differences in pathogenicity between PRRSV strains were hypothesized to originate from different degrees of immunomodulatory properties. The virus utilizes a range of mechanisms to influence the immune response including weak stimulation of interferon production and slow development of cell-mediated immunity, inhibition of the expression of pro-inflammatory cytokines and weak and delayed neutralizing response [13]. As a result, the course of infection may advance to a chronic stage lasting even up to 21 weeks [14]. Insufficient stimulation of an immune response and high level of genetic variability also constitute key problems in the development of efficient vaccines. None of the currently used vaccines provides full protection against infection and their effectiveness is often compromised towards heterologous strains [15]. Deeper knowledge on the core mechanisms of host-pathogen interactions and the relevance of genetic diversity is necessary to facilitate the development of efficient tools for PRRS control.

Interestingly, previous studies revealed that the pattern of cytokines expression after infection with prototype subtype 3 strain Lena differed compared to subtype 1 strains [16, 17]. Together with observations from a study on another subtype 3 strain SU1-bel [11], where greater interferon-γ response was noted, those results suggested that observed higher pathogenicity may be a result of enhanced inflammatory immune response.

Therefore the aim of the present study was to explore and compare the patterns of immune response after infection with two East European PRRSV strains, genetically classified as subtype 2, but showing different pathogenicity, and a classical Danish subtype 1 strain. For this, microarray-based transcriptomic analysis of PBMCs collected at the peak of viremia from pigs infected with both subtypes was performed.

## Materials and methods

### Animals and infection with PRRSV strains

The blood samples used in the study were collected during an animal challenge experiment described elsewhere [18]. The pigs used in the study originated from a high health pig herd maintained by the Institute and were free from infections with the following pathogens: encephalomyocarditis virus, hepatitis E virus, porcine circovirus type 1 and type 2 viruses, porcine cytomegalovirus, porcine epidemic diarrhoea virus, porcine parvovirus type 1, porcine respiratory coronavirus, PRRSV Type 1 and Type 2, influenza A virus, transmissible gastroenteritis virus, *Actinobacillus pleuropneumoniae, Bordetella bronchiseptica, Brachyspira hyodysenteriae, Brachyspira pilosicoli* and *Brucella* spp, using in-house standard diagnostic methods. In short, piglets from three sows were divided into four experimental groups, ensuring that each litter was equally represented in every group. Three groups of 8-week-old pigs were infected with a PRRSV Type 1 strains including subtype 1 strain 18,794 (DAN) isolated in 1993 in Denmark [19], a Russian isolate ILI6 (ILI) and a Belarusian isolate BOR59 (BOR) from 2009, each classified as subtype 2 strain based on ORF5 sequence, respectively. Pigs were inoculated intranasally with 2 ml of virus inoculum prepared based on 5th (titre of 5.4 log10 TCID50/ml), 3rd (titre of 6.8 log10 TCID50/ml) and 2nd (titre of 4.4 log10 TCID50/ml) passage in porcine alveolar macrophages culture for DAN, ILI and BOR strains respectively. The fourth, PRRSV- negative control group, was sham-inoculated with 2 ml of Eagle’s medium. Individual pigs were subjected to daily clinical examination and measurement of rectal body temperature. The severity of clinical lesions was assessed based on a scoring system adapted to PRRS [18]. An overall well-being, respiration, eye disorders and appetite were scored as 0 (normal condition) to 3 (severe disorder). The scores for individual pigs were added up to a cumulative clinical score (CS) per day. During the experiment no mortality was recorded and none of the animals displayed the acute clinical signs defined as endpoint criteria. Euthanasia of the pigs was performed on 22–24 DPI by intravenous injection of pentobarbiturate (50 mg/kg) followed by exsanguination by cutting arteria axillaris.

Blood samples were collected on − 2, 0, 3, 7, 10, 14 and 21 days post infection (dpi) from the anterior vena cava. The peak of the level of viremia in all experimental groups was observed at 7th dpi. Moreover, at the same time point the most severe clinical lesions (measured by an objective clinical scoring system) were observed in BOR group, while in other groups no or very mild clinical lesions were observed described in details in Stadejek et al. [18]. Therefore, samples collected at 7th dpi were submitted for further microarray study. EDTA—stabilized blood samples were collected from five pigs from each group and peripheral blood mononuclear cells (PBMC) were isolated by gradient density centrifugation using Histopaque 1077 (Sigma-Aldrich), frozen and stored at − 80 °C until further processing.

### Microarray analysis

Transcriptional profiles of PBMC of infected and control piglets were analyzed using oligonucleotide microarrays specific for Sus Scrofa from Agilent, ID 062763, 8 × 60 K format. Total RNA was extracted from PBMCs using Rneasy kit (QIAGEN) and the preparations with RNA Integrity Number (RIN) from 7.5 to 10 were used. As the experiment was performed using pigs of highly uniform genetic and environmental background, RNA samples representing template of animals from each control and experimental group were pooled. Each pool was processed in four repeats using Two-Color Microarray-Based Gene Expression Analysis, Low Input Quick Amp Labeling-Agilent Technologies. Briefly, 50 ng of total RNA (equal amount of RNA of each animal were pooled) was reverse transcribed to generate cDNA and then transcribed into Cy3-labelled cRNA (samples obtained from control animals) and into Cy5-labelled cRNA (samples obtained from infected animals). After purification of labelled RNA (Qiagen RNeasy Kit), the yield (ng of cRNA) and specific activity (pmol of Cy3 or Cy5/µg of cRNA) were quantified using Nanophotometr Pearl (IMPLEN). Hybridization was performed by preparing a target solution containing 300 ng Cy5-labeled pool cRNA from infected animals, 300 ng Cy3-labeled pool cRNA of uninfected animal and then fragmentation buffer was added and incubated at 60 °C for 30 min. After stopping fragmentation, samples were hybridized on Agilent arrays for 18 h at 65 °C in Agilent hybridization chambers in an Agilent hybridization oven rotating at 10 rpm. After hybridization the arrays were subsequently washed with ‘GE wash buffer 1’ for 1 min at room temperature, ‘GE wash buffer 2’ for 1 min at approximately 37 °C, each chamber washed twice. After washing, slides were scanned using Agilent G2505C US10353831. Images obtained after scanning were analyzed using Agilent Feature Extraction software (version 10.7.3.1). A detailed analysis including filtering of outlier spots, background subtraction from features and dye normalization (linear and LOWESS) was performed. The raw and processed data discussed in the study have been deposited in NCBI’s Gene Expression Omnibus (GEO) with accession number GSE95213.

### Microarray gene functional analysis

Analysis of microarray results was carried out using the GeneSpring GX10 expression analysis software (Agilent Technologies). The genes were determined to be differentially expressed if the fold change (FC) was greater than 1.5 in up- or down-regulation. Statistical differences in gene expression were determined with a Student’s t-test at p ≤ 0.05 and also a false discovery rate (FDR) < 0.05 was used as a threshold. The lists of candidate genes identified by GeneSpring analysis were uploaded to the Ingenuity Pathway Analysis program (IPA; https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) to identify most biologically relevant changes. Separate lists of up- and down-regulated genes were analyzed using Canonical Pathway analysis, which used right-tailed Fisher’s Exact Test to identify pathways enriched in the gene set compared to the reference set of genes which included all genes in the human genome.

### RT-qPCR

To validate the microarray results, six genes (OAS1, CXCL2, Il-8, CXCL10, FOS and IL-4) were selected to include genes that were found to be differentially expressed in each group of infected animals. Moreover, these genes were previously described in the context of PRRSV infection. Results were normalized using β-actin as a reference gene. These quantitative real-time reverse-transcription PCRs were carried out using the pooled RNA samples subjected to microarray study. Furthermore, to validate whether analysis of pooled samples reflects the gene expression in the individual specimens, also the relative expression of four selected genes (OAS1, CXCL2, IFN-α and IFNβ) was assessed in RNA from the individual pigs by RT-qPCR. The list of primers used in the study is shown in Table 1. Primers specific for the β-actin gene were used as described elsewhere [20], while the primers for target genes were designed using Primer 3 Plus bioinformatics tool (http://primer3plus.com/cgi-bin/dev/primer3plus.cgi). Similarly as for microarray experiment, RNA samples from each control and experimental group were pooled ensuring the same concentration of RNA from each animal. Then 1.5 µg of each pooled sample were digested with DNase I Amplification Grade (Invitrogen) and after reverse transcribed using NG dART RT kit (EURX). The synthesis of cDNA was performed at 47 °C for 50 min. The qPCR was performed in a Rotor Gene Q (Qiagen). Each reaction mix contained 80 ng of cDNA, 2x QuantiTect SYBRGreen Mix (Qiagen) and 10 µM of forward and reverse primers specific for each tested gene and adjusted to a total volume of 25 µl. Every qPCR reaction was performed in duplicate (technical replicates). The efficiency of each reaction was determined based on a serial dilution of cDNA template (100, 10 and 1 ng) and remained within a 90–110% range. Relative gene expression levels were calculated using E-method described by Pfaffl [21] and fold-change units were calculated by dividing the normalized expression values coming from infected animals by the normalized expression values in the controls. The same procedure was applied for individual samples where 80 ng of each individual RNA sample was used.

**Table 1:** List of primers used in RT-qPCR

Gene	Reference sequence ID	Primer sequence (5′–3′)
β-actin	XM_003357928.2	F: CTCGATCATGAAGTGCGACGT R: GTGATCTCCTTCTGCATCCTGTC [20]
OAS1 2′-5′-Oligoadenylate synthetase 1, 40/46 kDa	NM_214303.1	F: CTTTGCATCTTCTGGGAAGC R: AGGCCTGGGTTTCTTGAGTT
CXCL2 Chemokine (C-X-C motif) ligand 2	NM_001001861.2	F: CCCTTGGACATTTTATGTCTTCC R: GGACAGAGCGGAAACACAGT
Il-8 Interleukin 8	NM_213867.1	F: AGGAAAAGTGGGTGCAGAAG R: CCACGGAGAATGGGTTTTTG
CXCL10 Chemokine (C-X-C motif) ligand 10	NM_001008691.1	F: CCACTTTGGGACTTAATCGAAG R: AGAAGCCCACGGAGTAAAGA
FOS FBJ murine osteosarcoma viral oncogene homolog	AJ132510.1	F: TTTCCTTCGGCATCAATGT R: CATTCAGACCACCTCAC
IL-4 Interleukin 4	NM_214123.1	F: GACAGGAACCTGAGCAGCA R: TCGTCTTTAGCCTTTCCAAGA
IFNα Interferon-alpha	NM_001166319.1	F: CCTGTGCCTGGGAGATC R: CTCCTTCTTCCTGAATCTGTC
IFNβ Interferon-beta	KF414741.1	F: CAGTACCTGAAGTCCAAGGA R: CAGTTCCGGAGGTAATCTGT

B-actin primers were designed as described by Duvigneau et al. [20]

Statistical calculations were performed with STATISTICA ver. 10 (StatSoft, part of Dell Software, USA). For correlation analysis, Spearman r correlation coefficients and P-values were determined, since these values were not distributed normally.

## Results

### Microarray analysis

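The RNA pool of each infected group, made from 5 pigs at 7 dpi, was labelled with Cy5 and hybridized together with the Cy3-labelled pool of the control pigs on 4 arrays, without an exchange of the dyes. Each group was therefore n = 1 pool measured on 4 technical arrays, all errors are SD over the arrays, and the values compare pools of RNA rather than groups of animals. Variation between pigs was not measured on these arrays. Pigs of the groups received 2 ml of inoculum with a titre of 5.4 log10 TCID50 per ml for DAN, 6.8 for ILI and 4.4 for BOR. An array held 62976 spots, of which 61657 carried probes and 1319 were controls. The authors' image analysis software subtracted the background, normalized both dyes and gave the log10 ratio of the infected over the control channel for each spot, which was converted to log2. Spots marked by the software as unlike their replicate spots were left out and the spots of a probe were averaged, which gave 43603 probes. Of these, 24339 were well above background in at least 1 channel on all 4 arrays of at least 1 group and kept at least 3 arrays in every group. In the control channel, between 31493 and 36069 spots per array were well above background in the DAN group, between 32962 and 35034 in the ILI group and between 26046 and 33091 in the BOR group. In the infected channel there were between 31955 and 35214 such spots in the DAN group and between 28326 and 31303 in the ILI group, but between 16875 and 21124 in the BOR group. The 4 arrays of a group shared 1 slide, so that a difference between groups cannot be told apart from a difference between slides. The number of arrays limits the precision of every value.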

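With limma (1 mean per group fitted to all 12 arrays, Benjamini-Hochberg adjusted p under 0.05 and FC of at least 1.5), 3680 probes were differentially expressed in the DAN pool, 2318 up-regulated and 1362 down-regulated. In the ILI pool there were 8990 such probes, 4172 up-regulated and 4818 down-regulated. In the BOR pool there were 11026, with 3709 up-regulated and 7317 down-regulated. Counted as gene names, of which 5539 were tested, 835 were differentially expressed in DAN, 1906 in ILI and 2477 in BOR. Of the differentially expressed probes, 420 in DAN (11.4%), 1072 in ILI (11.9%) and 3513 in BOR (31.9%) had 1 channel that was not well above background on any array of the group. With the normexp method (offset 50) and loess normalization in place of the software's values, 929 probes were differentially expressed in DAN (723 up-regulated, 206 down-regulated), 3056 in ILI (1956 and 1100) and 3549 in BOR (1606 and 1943). With normexp and each array centred on its median, there were 1265 in DAN (1159 and 106) and 3963 in ILI (875 and 3088), while the probes changed in BOR were 11696 (213 and 11483). Differences between the pools were tested as contrasts of the same fit. Between BOR and DAN 9059 probes differed, 2914 higher and 6145 lower in BOR. Between ILI and DAN 3272 probes differed, 1154 higher and 2118 lower in ILI. Between BOR and ILI 3925 probes differed, 1456 higher and 2469 lower in BOR. The SD of the log2 ratio over the probes was 0.49 in DAN, 0.67 in ILI and 0.84 in BOR, against a median SD between the arrays of a group of 0.31.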

Microarray analysis revealed differential gene regulation (FC ≥ 1.5, p-value = 0.05) of 12,518 genes in DAN group, 7335 genes in ILI and 4253 genes in BOR group compared to control group (Table 2). Interestingly, in all groups PRRSV nucleocapsid (N) protein encoding gene was found to be highly expressed. To check the level of expression the FC was calculated and was found to be significantly different in all groups, reaching 37.15 in DAN group, 68.02 in ILI and 203.98 in BOR group. These results corresponded to the peak of viremia measured in serum by qRT-PCR [18].

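The N gene was measured by 1 probe, A_72_P427034. Its log2 ratio of the infected over the control pool was 3.29 ± 0.42 (SD, n = 4 arrays) in DAN, 6.09 ± 0.81 in ILI and 7.67 ± 0.28 in BOR, which are FC of 9.77, 68.0 and 204. The gene was higher in the infected pool on 4 of 4 arrays of every group (limma, adjusted p = 2.97e-06 in DAN, 4.12e-08 in ILI and 8.05e-10 in BOR). In DAN and ILI the control channel was not well above background on any array, so that these FC depend on the value given to the background. In BOR the control channel was well above background on all 4 arrays, with a mean signal of 1730 against 342571 in the infected channel. The mean control and infected signals were 5.22 and 51.6 in DAN and 13.9 and 865 in ILI. The paper gives the control pigs as PRRSV-negative, and the source of the control signal in BOR was not tested. The FC in BOR depends on that signal as well, so that differences between the ratios do not measure differences in infected signal. The log2 ratio was 4.38 higher in BOR than in DAN (adjusted p = 2.82e-06), 2.80 higher in ILI than in DAN (adjusted p = 0.000396) and 1.58 higher in BOR than in ILI (adjusted p = 0.00932), and in each of these comparisons the 4 arrays of one group lay above the 4 arrays of the other. The value in DAN was 0.48 with normexp and loess, which is below the FC threshold, that in ILI 2.71 and that in BOR 7.59, and with normexp and median centring they were 0.50, 2.53 and 6.21. With each array left out in turn, the values stayed between 3.17 and 3.44 in DAN, between 5.84 and 6.40 in ILI and between 7.54 and 7.75 in BOR. A probe for the PRRSV envelope glycoprotein, A_72_P281529, did not pass the filter on dim probes.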

**Table 2:** Overview of differential gene expression in PBMCs of pigs infected with DAN, ILI and BOR PRRSV strains in regard to PBMCs from mock-infected pigs (FC ≥ 1.5, p-value = 0.05)

Number of genes	Groups		
	DAN	ILI	BOR
Differentially expressed	12,518	7335	4253
UP-regulated	6033	3795	2030
DOWN-regulated	6485	3540	2223

Comparison of the differentially expressed gene lists indicated that 802 genes were up-regulated and 1033 genes were down-regulated in all three tested groups (Figs. 1, 2). 

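Of the 24339 probes tested, 1167 were differentially expressed in the same direction in all 3 pools, 578 up-regulated and 589 down-regulated. All 3 ratios share 1 orientation of the dyes and, as the paper describes the arrays, 1 control pool, which can make calls overlap without any common effect of the infections. The control channel of DAN differed from that of ILI by 2-fold or more for 850 probes, so that the control is not shown to be the same on all arrays. In 20 simulations that assume a shared control, in which the changes of each pool were shuffled among probes of like signal, 997 probes on average and 1029 at most were called in the same direction in all 3. For the up-regulated probes the simulations gave 324 on average and 369 at most, and for the down-regulated probes 673 on average and 713 at most. The part of the shared control was drawn from the DAN ratios with the sign reversed. The simulated split by direction depends on this choice and cannot be set against the observed split. With normexp and loess 231 probes were shared (160 up-regulated, 71 down-regulated), and with normexp and median centring 94 (23 and 71).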

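DAN and ILI shared 2520 probes called in the same direction (1748 up-regulated, 772 down-regulated), which was 24.9% of the probes called in either. DAN and BOR shared 1389 (642 up-regulated, 747 down-regulated), or 10.6%. ILI and BOR shared 5999 (2138 up-regulated, 3861 down-regulated), or 43.1%. In the simulations with a shared control pool the corresponding shares were 17.0%, 15.3% and 18.9% on average. Across probes, which are not independent replicates, the log2 ratios correlated with r = 0.63 between DAN and ILI, 0.33 between DAN and BOR and 0.74 between ILI and BOR, against 0.33, 0.27 and 0.21 in the simulations. Probes called in opposite directions numbered 49 between DAN and ILI, 260 between DAN and BOR and 114 between ILI and BOR. The differences between these overlaps were not tested.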

Interestingly, the overlap including both down-regulated and up-regulated genes was significantly lower between DAN/BOR and BOR/ILI groups compared to DAN/ILI groups.

**Fig. 1:**
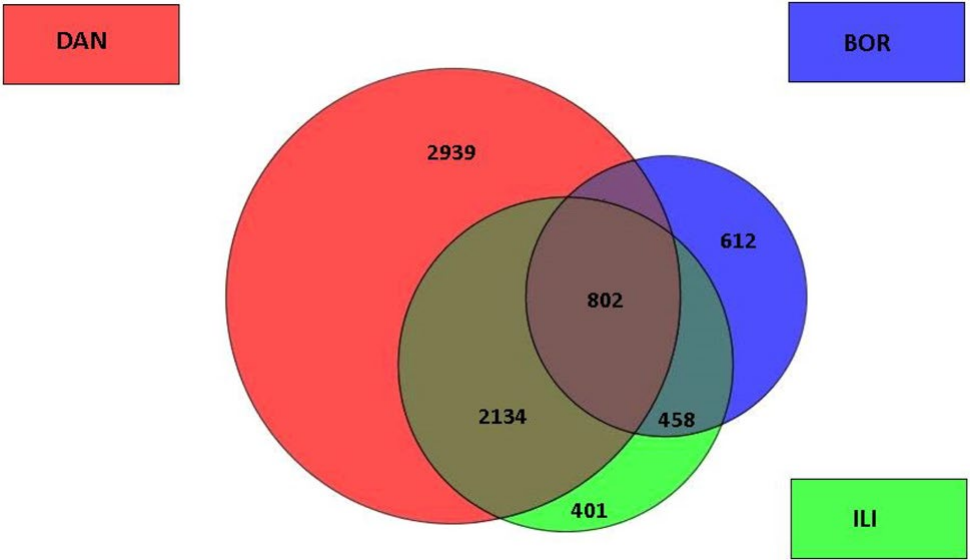
Overview of up-regulated transcripts in DAN (red), BOR (blue) and ILI (green) groups. The numbers in the circles correspond to the number of particular transcripts. Figure was created using the GeneSpring GX10 expression analysis software Agilent Technologies. (Color figure online)

**Fig. 2:**
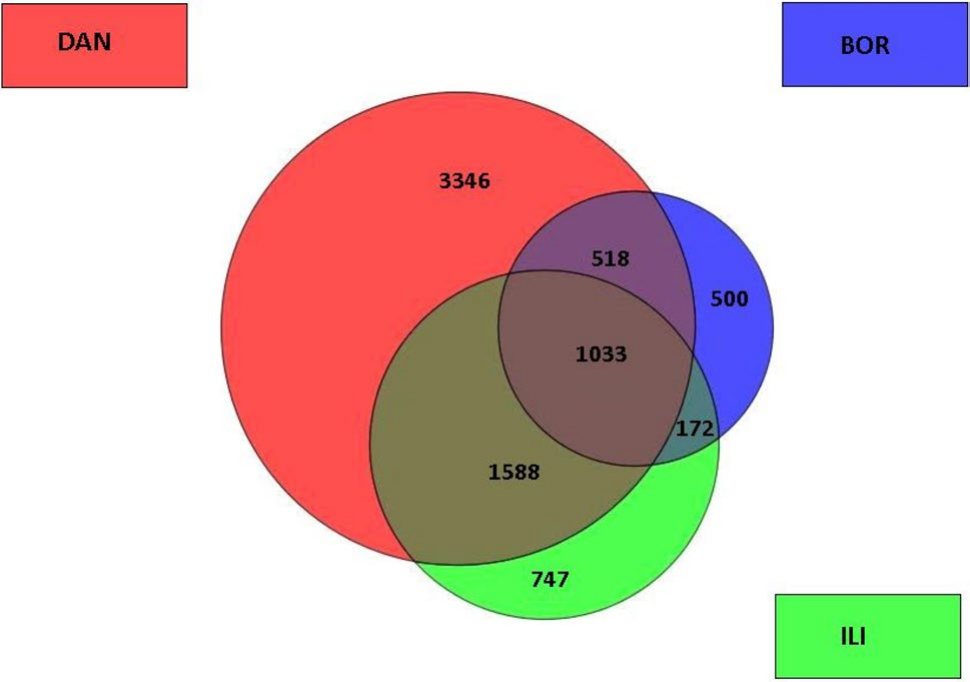
Overview of down-regulated transcripts in DAN (red), BOR (blue) and ILI (green) groups. The numbers in the circles correspond to the number of particular transcripts. Figure was created using the GeneSpring GX10 expression analysis software Agilent Technologies. (Color figure online)

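Among probes with a gene name that were called and had the same sign on all 4 arrays, the 3 largest increases in DAN were those of IL8, COL1A2 (log2 ratio 3.69 ± 0.46) and SDS (3.36 ± 0.92). For IL8 the paper's RT-qPCR of the DAN pool went the other way, at 3.7-fold lower. The control channel of COL1A2 was not well above background on any array, so that its value depends on that given to the background, and the other probes of SDS went down to 0.73. The 3 largest decreases in DAN were those of FABP6 (4.28-fold lower, SD of the log2 ratio 0.53), CYP3A39 (-2.02 ± 0.48) and RND3 (-2.01 ± 0.17). CYP3A39 was not well above background in the infected channel on any array. In ILI the largest increases were those of OAS1, with a second probe at 4.03 ± 0.15, and of a GZMA probe (3.93 ± 0.98) whose control channel was not well above background. The largest decreases in ILI were those of SHISA2 (-2.96 ± 0.73), A2M (-2.93 ± 0.26) and PR39 (-2.87 ± 0.25). All 3 were not well above background in the infected channel on any array, so that the size of these decreases depends on the value given to the background. In BOR the largest increases were those of OAS1, SLC6A19 (4.92 ± 1.79) and GZMA, and large decreases were those of BHLHE41 (-2.76 ± 0.82, infected channel not well above background) and KLF4 (-2.72 ± 0.41). Under normexp with loess, A2M and PR39 in ILI moved to -0.53 and -0.56 and CYP3A39 in DAN to -0.28, below the FC threshold.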

The top 50 genes with the highest changes of expression of each tested group PBMCs are indicated in Online Resource 1 (Table S1). The most extensive changes of gene expression (p < 0.5) were observed in cells from BOR infected group of pigs, where four genes showed over 20-fold change in expression (OAS1, GZMA, MX1 and OASL), while in ILI and DAN infected groups only one gene showed more than 20-fold (OAS1). Similarly BOR strain induced over 10-fold change in expression of 11 genes (CXCL-10-, IFIT3, EDN1, RNASE4, IFIT2, PPBP, OAS2, ACTA, CALD1, LHFPL1), compared to five genes in ILI group (GZMA, MX1, OATV1, CXCL-10, IFIT3) and only of four genes in DAN group (GZMA, MBOAT4, TGM5, CXCL-10).

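Among the probes past both thresholds, 11 probes in BOR were up-regulated more than 20-fold, which covered 5 named genes, OAS1, GZMA, MX1, OASL and SLC6A19. In ILI 2 probes did so, 1 of OAS1 and that of the N gene, which is also among the 11 in BOR. The largest FC in DAN was that of IL8 and lay below 20.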

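More than 10-fold increases were found for 59 probes in BOR, which covered 20 named genes (ACTA2, CALD1, CXCL10, EDN1, GPIBB, GZMA, IFIT2, IFIT3, IRG6, LHFPL1, MMP11, MX1, OAS1, OAS2, OASL, OATV1, PPBP, RNASE4, SLC6A19 and TTPAL). In ILI there were 13 probes and 6 named genes (CXCL10, GZMA, IFIT3, MX1, OAS1 and OATV1), and in DAN 3 probes and 3 named genes (COL1A2, IL8 and SDS). In BOR, EDN1 reached an FC of 16.6, PPBP 11.5, CALD1 10.9 and RNASE4 10.8, each higher on 4 of 4 arrays. The log2 ratios of these genes in DAN were -0.83 for EDN1 (infected channel not well above background on any array, and -0.11 and not called with normexp and loess), 0.065 for PPBP, -0.24 for CALD1 and 0.028 for RNASE4. The RNASE4 value in DAN changed sign with the probe used, to -0.057 for the median over its probes. For ACTA2 the FC in BOR ranged from 2.95 to 10.9 over 7 probes, with 4.43 for the probe with the highest signal. LHFPL1 reached an FC of 7.96 in BOR with that probe and 10.04 with the other. In DAN its log2 ratio was 0.070 ± 1.30, with both channels not well above background on any array, while the other probe gave -1.01 and was called lower. OATV1 had an FC of 7.47 in DAN, 10.9 in ILI and 14.0 in BOR. Its control channel was not well above background on any array of the 3 groups. MBOAT4 had a log2 ratio of 1.59 ± 1.28 in DAN (limma, adjusted p = 0.0164), with the control channel not well above background on any array, and without DAN replicate 1 or 2 it was no longer past the threshold. TGM5 did not pass the filter on dim probes and was not tested, with a log2 ratio of 0.85 ± 0.46 in DAN.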

### Functional analysis of PBMCs gene responses to PRRSV strains

The top 5 canonical pathways involving up- and down-regulated genes in each group are presented in Tables 3 and 4. 

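Lists of genes for processes named in the paper, gene families and cell types were written before the data were examined, since the gene lists of the pathway software were not used here. The value of a list is the median log2 ratio over its genes, with 1 probe per gene, and its percentile is the position of that median among 10000 random lists of the same size matched on signal. The median is taken over the group means of the genes, while the SD is that of the medians of the 4 single arrays. The value can therefore lie outside the single arrays, as for tight junction genes in BOR (0.55, single arrays 0.29 to 0.54). No p was computed, and the values describe the pools. The list for adhesion and diapedesis of leukocytes had 25 of its 35 genes among the tested probes. Its median log2 ratio was 0.14 ± 0.09 in DAN (percentile 88.2), 0.55 ± 0.06 in ILI (percentile 99.9) and 0.52 ± 0.20 in BOR (percentile 99.95). In DAN 5 of its genes were up-regulated and 4 down-regulated, in ILI 9 and 2, and in BOR 12 and 2. The median in BOR moved most with normexp and median centring, to 0.0074.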

Pathway analysis performed with up-regulated genes demonstrated that one pathway was common for all groups (*Agranulocytes Adhesion and Diapedesis*), and another two canonical pathways were the same in ILI and BOR groups (*Granulocyte Adhesion and Diapedesis, Leukocytes Extravasation Signaling)* (Table 3). 

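The acute phase list had 12 of its 25 genes among the tested probes. Its median log2 ratio was 0.41 ± 0.10 in DAN, 0.57 ± 0.12 in ILI and 0.41 ± 0.16 in BOR, at percentiles 99.2, 98.4 and 98.5. By limma, 4 of the 12 genes were up-regulated in DAN, 6 were up-regulated and 2 down-regulated in ILI, and 2 up-regulated and 1 down-regulated in BOR. The median over the genes of the differences between ILI and DAN was 0.13, at percentile 84.4, and that of BOR minus DAN was -0.23, at percentile 61.6. The median in DAN was 0.13 with normexp and loess, 0.16 with normexp and median centring and 0.14 with no filter on dim probes. In ILI it was 0.23, 0.18 and 0.40 and in BOR 0.16, -0.13 and 0.21.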

Interestingly the top pathway in both ILI and BOR group was the same (*Agranulocytes Adhesion and Diapedesis)*, while in DAN group *Acute Phase Response Signaling* was the top process involving the highest number of up-regulated genes. On the other hand, when down-regulated genes were analysed, two pathways were common in all groups DAN, ILI and BOR (*EIF2 Signaling* and *Regulation of eIF4 and p70S6K Signaling*), one (*Glucocorticoid Receptor Signaling*) was identified in DAN and ILI groups and another one *mTOR signalling* process was noted in DAN and BOR groups (Table 4). 

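The medians of 46 genes for ribosomal proteins were -0.040 ± 0.011 in DAN, -0.29 ± 0.01 in ILI and -0.46 ± 0.06 in BOR on the log2 scale, at percentiles 1.86, 2.42 and 0.63. By limma, 6 of them were down-regulated in ILI, and 18 were down-regulated and 2 up-regulated in BOR. The direction depended on the scaling, since the median in DAN was 0.050 with normexp and loess and 0.48 with normexp and median centring, and that in ILI was 0.0032 with the latter. For 20 genes of translation initiation factors the medians were -0.15 ± 0.04, -0.25 ± 0.10 and -0.63 ± 0.10, at percentiles 3.83, 11.6 and 0.88, with 0.013 in DAN under normexp and median centring. The list for mTOR and PI3K signalling, with 15 of its 27 genes tested, had medians of -0.23 ± 0.03 in DAN, -0.32 ± 0.03 in ILI and -0.15 ± 0.24 in BOR, at percentiles 1.70, 6.86 and 50.41.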

Additional analysis was performed to determine top 5 canonical pathways involved in immunological processes (Tables 5, 6). Most of the top canonical pathways involved in immunological processes were the same as in previous analysis. *Agranulocyte Adhesion and Diapedesis* were the pathways involving the highest number of up-regulated genes in ILI and BOR groups, but was also second on the list in DAN group (Table 5). Two pathways observed to be common only for BOR and ILI group were: *Granulocyte Adhesion and Diapedesis* and *Leukocyte Extravasation Signaling. Production of Nitric Oxide and Reactive Oxygen Species in Macrophages* was the process noted as common between DAN and BOR groups, while *Interferon Signaling* was the pathway noted in both, DAN and ILI groups. When analysis considered only down-regulated genes (Table 6), there was only one top immunological pathway found in all three groups (*B Cell Receptor Signaling*). 

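The B cell receptor signalling list had 24 of its 42 genes among the tested probes. Its median log2 ratio was -0.060 ± 0.016 in DAN, -0.20 ± 0.06 in ILI and -0.098 ± 0.089 in BOR, at percentiles 19.2, 12.8 and 54.35. By limma, 3 of the genes were down-regulated and 4 up-regulated in ILI, and 9 were down-regulated and 3 up-regulated in BOR. Under normexp with median centring, the median was 0.11 in DAN, -0.35 in ILI and -1.43 in BOR, where this scaling shifts the probes of BOR as a whole.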

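For the CD40 signalling list, of whose 25 genes 18 were tested, the median log2 ratio was -0.12 ± 0.02 in DAN, -0.33 ± 0.06 in ILI and -0.35 ± 0.09 in BOR, at percentiles 8.69, 2.76 and 15.4. Down-regulated were 3 of the genes in DAN, 5 in ILI and 6 in BOR, and up-regulated 0, 2 and 3.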

Another two pathways: *NF-κB Signaling* and *CD40 Signaling*, were noted in DAN and ILI groups while *PI3K Signaling in B Lymphocytes* was identified in both BOR and ILI groups. Additionally, one pathway *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages* was noted in DAN group as one of the top canonical pathways in the analyses of up- and down-regulated genes. Interestingly genes with the highest FC values were involved in: *Interferon Signaling Network* (OAS1, MX1, IFIT3, CXCL10, OAS2) *and Toll-like Receptor Signaling Network* (FOS, IL1RN, MYD88, TLR6).

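FOS had a log2 ratio of -0.79 ± 0.09 in DAN, -1.02 ± 0.10 in ILI and -1.58 ± 0.16 in BOR (limma, adjusted p = 2.40e-05, 2.27e-06 and 2.08e-08), lower on 4 of 4 arrays of every group. When normexp was combined with median centring, the value in DAN was -0.35, below the FC threshold. IL1RN was higher on 4 of 4 arrays in ILI (1.17 ± 0.38, adjusted p = 0.000451) and in BOR (2.20 ± 0.50, adjusted p = 2.26e-06), and with normexp and loess both fell below the threshold, at 0.31 and 0.47. In DAN it was 0.14 ± 0.40 and was not called. MYD88 had a log2 ratio of 0.59 ± 0.16 in DAN (adjusted p = 0.000836, 4 of 4 arrays higher) and 0.96 ± 0.08 in ILI (adjusted p = 1.08e-05, 4 of 4 arrays higher). The call in DAN rested on 1 array, since the value without DAN replicate 1 was 0.51. It also depended on the probe, as the other MYD88 probe gave 0.13 in DAN and 0.63 in ILI and was called in neither. In BOR MYD88 was 0.23 ± 0.24 and not called, and with normexp and median centring it was -1.18. TLR6 was down-regulated in ILI (-1.05 ± 0.30, adjusted p = 1.84e-05) and BOR (-0.85 ± 0.22, adjusted p = 4.76e-05), on 4 of 4 arrays each. Its infected channel was not well above background on any array there, and with normexp and loess neither was called (-0.088 and -0.12). The 9 genes for Toll-like receptors had a median of 0.029 ± 0.11 in DAN, 0.13 ± 0.15 in ILI and -0.062 ± 0.35 in BOR, at percentiles 45.6, 56.7 and 77.5, and the sign in BOR changed with normexp and loess, to 0.045.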

**Table 3:** Top canonical pathways of up-regulated genes as demonstrated by interactive pathway analysis (IPA)

DAN	ILI	BOR
1. Acute phase response signaling 8.43E−11^a^, 36/169 (0.213)^b^	1. Agranulocyte adhesion and diapedesis 2.21E−16, 40/189 (0.212)	1. Agranulocyte adhesion and diapedesis 3.52E−12, 27/189 (0.143)
2. FXR/RXR activation 1.78E−10, 30/126 (0.238)	2. Granulocyte adhesion and diapedesis 3.93E−12, 33/177 (0.186)	2. Integrin signaling 2.81E−09, 25/219 (0.114)
3. Agranulocyte adhesion and diapedesis 9.04E−08, 33/189 (0.175)	3. Leukocyte extravasation signaling 1.81E−09, 32/210 (0.152)	3. Granulocyte adhesion and diapedesis 5.19E−09, 22/177 (0.124)
4. LXR/RXR activation 1.18E−07, 25/121 (0.207)	4. Interferon signaling 2.82E−09, 13/36 (0.361)	4. Leukocyte extravasation signaling 5.71E−09, 24/210 (0.114)
5. Tight junction signaling 1.81E−07, 30/167 (0.18)	5. iNOS signaling 4.52E−08, 13/44 (0.295)	5. ILK signaling 7.14E−09, 23/196 (0.117)

^a^*p*-Value

^b^Pathway ratio

**Table 4:** Top canonical pathways of down-regulated genes as demonstrated by interactive pathway analysis (IPA)

DAN	ILI	BOR
1. Glucocorticoid receptor signaling 1.24E−12^a^, 57/287 (0.199)^b^	1. Integrin signaling 4.39E−06, 23/219 (0.105)	1. EIF2 signaling 1.56E−10, 26/194 (0.134)
2. Regulation of eIF4 and p70S6K signaling 3.70E−12, 39/157 (0.248)	2. Glucocorticoid receptor Signaling 5.45E−06, 27/287 (0.094)	2. Regulation of eIF4 and p70S6K signaling 2.38E−07, 19/157 (0.121)
3. mTOR signaling 1.56E−10, 42/199 (0.211)	3. EIF2 signaling 7.08E−06, 21/194 (0.108)	3. mTOR signaling 2.29E−06, 20/199 (0.101)
4. Production of nitric oxide and reactive oxygen species in macrophages 8.85E−09, 38/193 (0.197)	4. Regulation of eIF4 and p70S6K signaling 1.44E−05, 18/157 (0.115)	4. Cell cycle: G1/S checkpoint regulation 6.08E−04, 8/64 (0.125)
5. EIF2 signaling 1.03E−08, 38/194 (0.196)	5. Adipogenesis pathway 9.61E−05, 15/134 (0.112)	5. Antiproliferative role of TOB in T cell signaling 9.08E−04, 5/26 (0.192)

^a^*p*-Value

^b^Pathway ratio

**Table 5:** Top canonical pathways of up-regulated genes involved in immunological processes as demonstrated by interactive pathway analysis (IPA)

DAN	ILI	BOR
1. Acute phase response signaling 1.94E−05^a^, 19/200 (0.095)^b^	1. Agranulocyte adhesion and diapedesis 8.29E−10, 43/189 (0.228)	1. Agranulocyte adhesion and diapedesis 3.52E−12, 27/189 (0.143)
2. Agranulocyte adhesion and diapedesis 1.95E−05, 15/133 (0.113)	2. Granulocyte adhesion and diapedesis 1.28E−07, 37/177 (0.209)	2. Granulocyte adhesion and diapedesis 5.19E−09, 22/177 (0.124)
3. Interferon signaling 5.66E−05, 17/180 (0.308)	3. Leukocyte extravasation signaling 3.07E−07, 39/198 (0.197)	3. Leukocyte extravasation signaling 5.71E−09, 24/210 (0.114)
4. Clathrin-mediated endocytosis signaling 2.22E−04, 10/81 (0.123)	4. iNOS signaling 1.29E−06, 15/44 (0.341)	4. Production of nitric oxide and reactive oxygen species in macrophages 1.2E−07, 21/193 (0.109)
5. Production of nitric oxide and reactive oxygen species in macrophages 3.19E−05, 28/193 (0.145)	5. Interferon signaling 1.48E−06, 13/34 (0.382)	5. Caveolar-mediated endocytosis signaling 5.82E−07, 12/71 (0.169)

^a^*p*-Value

^b^Pathway ratio

**Table 6:** Top canonical pathways of down-regulated genes involved in immunological processes as demonstrated by interactive pathway analysis (IPA)

DAN	ILI	BOR
1. Production of nitric oxide and reactive oxygen species in macrophages 8.85E−08^a^, 38/193 (0.197)^b^	1. Regulation of IL-2 expression in activated and anergic T lymphocytes 5.16E−04, 10/79 (0.127)	1. Antiproliferative role of TOB in T cell signaling 9.08E−04, 5/26 (0.192)
2. B cell receptor signaling 2.97E−08, 36/185 (0.195)	2. PI3K signaling in B lymphocytes 7.06E−04, 13/128 (0.102)	2. PI3K signaling in B lymphocytes 5.04E−03, 10/128 (0.078)
3. IL-15 signaling 4.69E−08, 21/76 (0.276)	3. NF-κB signaling 8.02E−04, 16/180 (0.089)	3. Production of nitric oxide and reactive oxygen species in macrophages 1.33E−02, 12/193 (0.062)
4. NF-κB signaling 4.7E−08, 35/180 (0.194)	4. B cell receptor signaling 1.07E−03, 16/185 (0.086)	4. T helper cell differentiation 1.91E−02, 6/71 (0.085)
5. CD40 signaling 7.68E−08, 21/78 (0.269)	5. CD40 signaling 1.89E−03, 9/78 (0.115)	5. B cell receptor signaling 2.33E−02, 11/185 (0.059)

^a^*p*-Value

^b^Pathway ratio

### Comparison analysis of canonical signaling pathways activation state induced by BOR, ILI and DAN infection

IPA was also used to liken the patterns of immune dysregulation observed after infection with three different PRRSV strains. The comparison analysis of both up- and down-regulated genes simultaneously from three groups of infected animals was carried out to gain a global outlook of the canonical pathways that were modulated. The results were presented as a heat map based on activation z-score (Fig. 3), which represents the bias in gene regulation that predicting whether the particular pathway is in an activated or inactivated state. In general, most of the processes were down-regulated in DAN group, in contrast to ILI and BOR. 

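Of the 11 lists written for processes named in the paper, 7 had a median log2 ratio below 0 in DAN, 5 in ILI and 6 in BOR. The medians of the 4 single arrays lay below 0 as well for 6 of these lists in DAN, 4 in ILI and 4 in BOR. For the lists with a median above 0, those of the 4 single arrays lay above 0 as well for 2, 6 and 4. These medians are not activation scores, which weight each gene by its role in a pathway. A list median of 0 is not neutral, since the tested probes had a median of -0.018 in DAN, -0.086 in ILI and -0.23 in BOR. Among random lists matched on signal, the lists below 0 lay between percentiles 0.05 and 40.6 in DAN and between 2.76 and 59.9 in ILI. Of those below 0 in BOR, the CD40 and p38 MAPK lists lay at 15.4 and 21.9. The mTOR and PI3K, B cell receptor, IL-8 and G1/S lists lay above the middle, at 50.41, 54.35, 65.2 and 72.5.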

More similarities were observed between ILI and BOR groups, although there were some pathways regulated differently in both groups. From 20 canonical pathways presented in Fig. 3 the pathways with applicable z-score were chosen for further analysis. 

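The list for Fc gamma receptor mediated phagocytosis, with 15 of its 32 genes tested, had a median log2 ratio of 0.037 ± 0.036 in DAN, 0.16 ± 0.06 in ILI and 0.31 ± 0.07 in BOR, at percentiles 63.1, 86.6 and 96.8. With normexp and median centring it was -0.12 in ILI and -1.03 in BOR. For TREM1 signalling, with 25 of 34 genes tested, the medians were -0.021 ± 0.019, 0.22 ± 0.08 and 0.20 ± 0.25, at percentiles 27.6, 88.2 and 98.5. Under normexp with median centring, they were 0.019 in DAN and -0.27 in BOR. The 16 chemokine genes tested had medians of 0.56 ± 0.10 in DAN, 0.88 ± 0.16 in ILI and 1.25 ± 0.08 in BOR, at percentiles 99.99, 100 and 100. Up-regulated were 7 of them in DAN, 10 in ILI and 12 in BOR, and down-regulated 2, 1 and 1, while with normexp and median centring the median in BOR was -0.026.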

Three of the top pathways similarly activated in both ILI and BOR groups and inhibited in DAN group were *Fcχ Receptor -Mediated Phagocytosis in Macrophages and Monocytes, TREM1 signaling* and *Chemokine Signaling*. 

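For IL-6 signalling, with 19 of 31 genes tested, the median log2 ratio was -0.070 ± 0.042 in DAN, 0.24 ± 0.02 in ILI and 0.29 ± 0.16 in BOR, at percentiles 20.5, 91.8 and 98.3. Normexp with median centring changed the sign in DAN (0.063) and BOR (-0.45).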

Different regulation predicted by IPA in each of three groups was noted for *IL-6 Signaling*, being in activated state in BOR group, non-altered in ILI group and inhibited in DAN group. The *p38 MAPK Signaling* pathway was activated in BOR group, while in ILI and DAN groups showed different levels of inactivation. 

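The p38 MAPK list, with 21 of its 36 genes tested, had a median log2 ratio of -0.30 ± 0.09 in DAN, -0.24 ± 0.03 in ILI and -0.32 ± 0.09 in BOR, at percentiles 0.05, 8.57 and 21.9. Down-regulated were 2 genes in DAN, 4 in ILI and 9 in BOR, and up-regulated 1, 2 and 4.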

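The list for IL-8 signalling, with 17 of 35 genes tested, had a median log2 ratio of 0.18 ± 0.11 in DAN, 0.056 ± 0.044 in ILI and -0.021 ± 0.10 in BOR, at percentiles 93.7, 69.8 and 65.2. The sign in ILI changed without ILI replicate 3, to -0.0097, and with normexp and median centring, to -0.14, and that in BOR changed without BOR replicate 1, to 0.018.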

While, *IL-8 Signaling*, was associated with positive z-score in BOR group, in ILI z-score was equal to zero and in DAN group it reached a negative value.

**Fig. 3:**
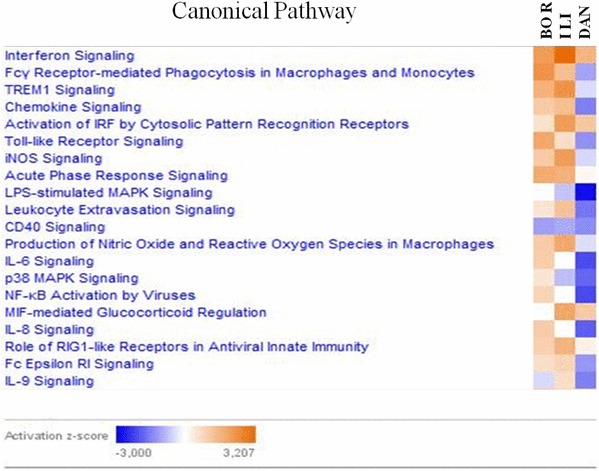
IPA comparison analysis of canonical signaling pathways activation state induced by BOR, ILI and DAN infection. Pathways shaded orange were up-regulated, in blue were down-regulated, in white are those which did not yield any changes in activity. Range of activation z-score is also depicted in the figure. (Color figure online)

### Quantitative RT-qPCR analysis of selected genes

In order to confirm microarray analysis after infection with three different PRRSV strains, six genes involved in immune response were selected to be analysed by RT-qPCR. 

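The RT-qPCR fold changes of OAS1, CXCL2, IL8, CXCL10, FOS and IL4 given in Table 7 were compared with the log2 ratios of the arrays over 18 points, 1 per gene and group. Spearman's rho was 0.812 (permutation test with 100000 resamples, two-sided p = 0.00018, Benjamini-Hochberg adjusted p = 0.00018) and Pearson's r on the log2 scale was 0.833 (p = 8.0e-05, adjusted p = 0.00016), with 2 relations computed. Without IL4, the direction was the same for 4 of 5 genes in DAN, 5 of 5 in ILI and 5 of 5 in BOR, rho was 0.771 (p = 0.0011) and r was 0.780 (p = 0.00079). Without the 2 points farthest from the median array value, CXCL2 in DAN and OAS1 in BOR, rho was 0.776 (p = 0.00069) and r was 0.798 (p = 0.00045). The 18 points come from 3 pools and 6 genes and are not independent of each other. With each array left out in turn, rho stayed between 0.80 and 0.82. CXCL2 had log2 ratios of -1.73 ± 0.20 in DAN, 1.55 ± 0.09 in ILI and 2.33 ± 0.19 in BOR, each with the same sign on 4 of 4 arrays. When normexp was combined with median centring, the value in BOR was 0.48, below the FC threshold. IL4 did not pass the filter on dim probes. Its infected channel was not well above background on any array, nor was its control channel in DAN (-0.18 ± 1.04), so that its direction on the arrays is not a measurement.

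**Figure D1:**
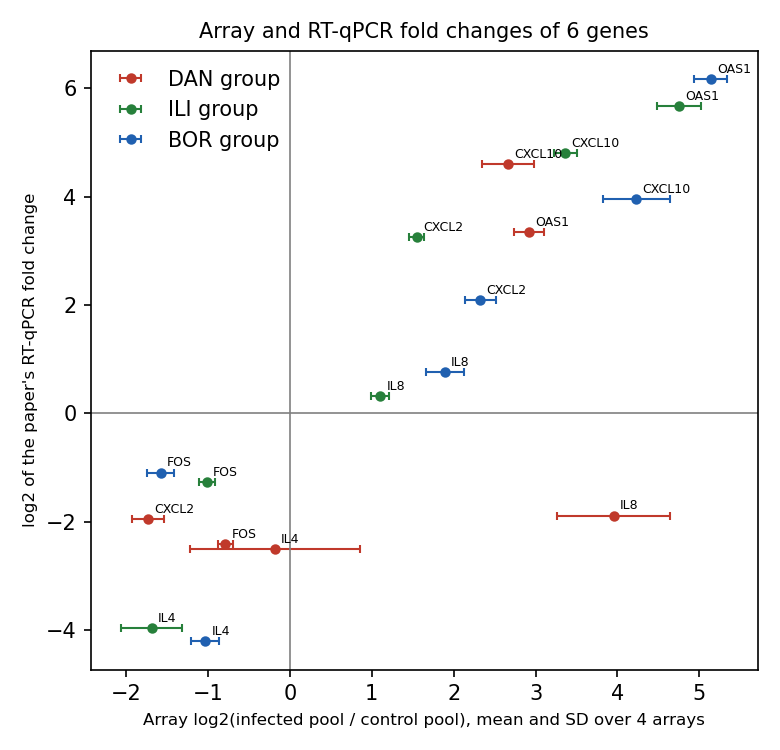
Log2 fold change of 6 genes on the arrays (x axis, mean and SD over 4 arrays) against log2 of the paper's RT-qPCR fold change (y axis) for the DAN, ILI and BOR groups. IL8 in DAN is the point with a positive array value and a negative RT-qPCR value.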

Spearman’s correlation analysis performed to compare the results of both, microarray and RT-qPCR analyses, revealed strong correlation (R = 0.878225, p-value = 0.000002) between fold changes of selected genes determined by both methods (Table 7). Such concordance between the expression values determined by two methods supports the reliability of the observed expression differences and allows accurate interpretation of obtained data. Furthermore, statistical analysis confirmed very strong correlation (R = 0.831, p-value = 0.001) between individual samples and pooled mRNA quantitation what supported the validity of the pooling strategy applied in this study (Online Resource 2—Table S2) [22].

**Table 7:** Comparison of gene expression changes observed in microarray analysis and RT-qPCR

Gene	PRRSV strain	Fold change	
		Microarray	RT-qPCR
OAS1	DAN	24.12	10.17
	ILI	26.91	50.88
	BOR	35.24	72.11
CXCL2	DAN	− 2.49	− 3.85
	ILI	2.93	9.57
	BOR	5.46	4.28
Il-8	DAN	− 2.75	− 3.70
	ILI	2.24	1.25
	BOR	5.33	1.70
CXCL10	DAN	12.28	24.34
	ILI	10.30	28.06
	BOR	18.80	15.49
FOS	DAN	− 2.90	− 5.32
	ILI	− 2.10	− 2.40
	BOR	− 3.49	− 2.13
IL-4	DAN	− 3.89	− 5.70
	ILI	− 3.22	− 15.60
	BOR	− 2.04	− 18.50

## Discussion

The very high genetic diversity of porcine reproductive and respiratory syndrome virus, as well as its ability to strongly interfere, modulate or inhibit numerous processes during the development of both innate and adaptive immunity, makes it a difficult subject for investigation. Despite many complex studies carried out over the years, understanding of the disease is still far from complete. The answer to such a challenge might be the use of high-throughput analysis tools, like DNA microarrays or deep sequencing, to study transcriptional response of the host after virus infection. Most of such studies included only Type 2 PRRSV strains [23–25], while only single ones enrolled Type 1 strains [26]. Even recently published data on the virulence of subtype 2 strains of Type 1 showed that some of those strains may characterize with high pathogenicity which implies distinct mechanisms shaping the course of infection [18]. However, transcriptional response to infection by subtype 2 strains of Type 1 PRRSV was not studied before.

The aim of a present study was to shed a light on the host-virus interactions during the course of infection with PRRSV strains of commonly present in Central and Western Europe subtype 1 and much less studied subtype 2 strains. The biological material analysed in the present study was collected in the first animal experiment with the use of such strains [18]. Changes in expression of genes involved in immunological processes were evaluated in each infected group of pigs and compared to control pigs.

The demonstration of clear variations in the number of differentially expressed genes in particular groups of animals between BOR infected group and other two groups ILI and DAN indicates that various number of genes were involved in particular processes.

*Interferon Signalling* pathway was significantly associated to up-regulated genes in DAN and ILI group, but not in BOR group. 

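A list of 8 genes, the interferon stimulated genes OAS1, MX1, IFIT1, IFIT2, IFIT3 and ISG15 and the OAS family members OAS2 and OASL, had a median log2 ratio of 1.07 ± 0.07 in DAN, 2.43 ± 0.08 in ILI and 3.23 ± 0.26 in BOR, at percentile 100 in every group. By limma, 5 of the 8 were up-regulated in DAN, 8 in ILI and 8 in BOR. The study picked these genes from the same arrays, so that the percentiles are not independent evidence. With normexp and median centring the medians were 0.74 in DAN, 1.80 in ILI and 1.26 in BOR.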

Previous reports showed that PRRSV proteins, including nsp1, nsp2, nsp11, and N, have been identified and characterized as IFN antagonists [27, 28]. Nsp1 has been considered as multifunctional protein regulating type I IFN responses [29–32], and nsp11 and N protein have been described to suppress IFN-β induction by antagonizing IRF3 activation [33, 34]. Interestingly, we did not observe up-regulation of *Interferon Signalling* pathway in BOR group, where the expression of N protein encoding gene reached the highest level.

On the other hand, several genes showing very high increase of expression in all or particular tested groups of animals (Table S1) have been identified as interferon stimulated genes (ISGs): OAS 1 (2′-5′-oligoadenylate synthase 1), MX1 (Myxovirus influenza virus resistance), IFIT1 (interferon-induced protein with tetratricopeptide repeats 1), IFIT2 (interferon-induced protein with tetratricopeptide repeats 2), IFIT3 (interferon-induced protein with tetratricopeptide repeats 3) and ISG15, what shows that all PRRSV strains used in the study activated interferon-induced antiviral response to some degree.

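ISG15 was higher in the infected pool on 4 of 4 arrays of every group, with log2 ratios of 1.54 ± 0.05 in DAN, 2.41 ± 0.09 in ILI and 2.34 ± 0.08 in BOR (limma, adjusted p = 1.84e-07, 2.07e-09 and 3.85e-10). The values of ILI and BOR differed by -0.069 (BOR minus ILI, adjusted p = 0.638), which is less than the SD over the arrays.

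**Figure D2:**
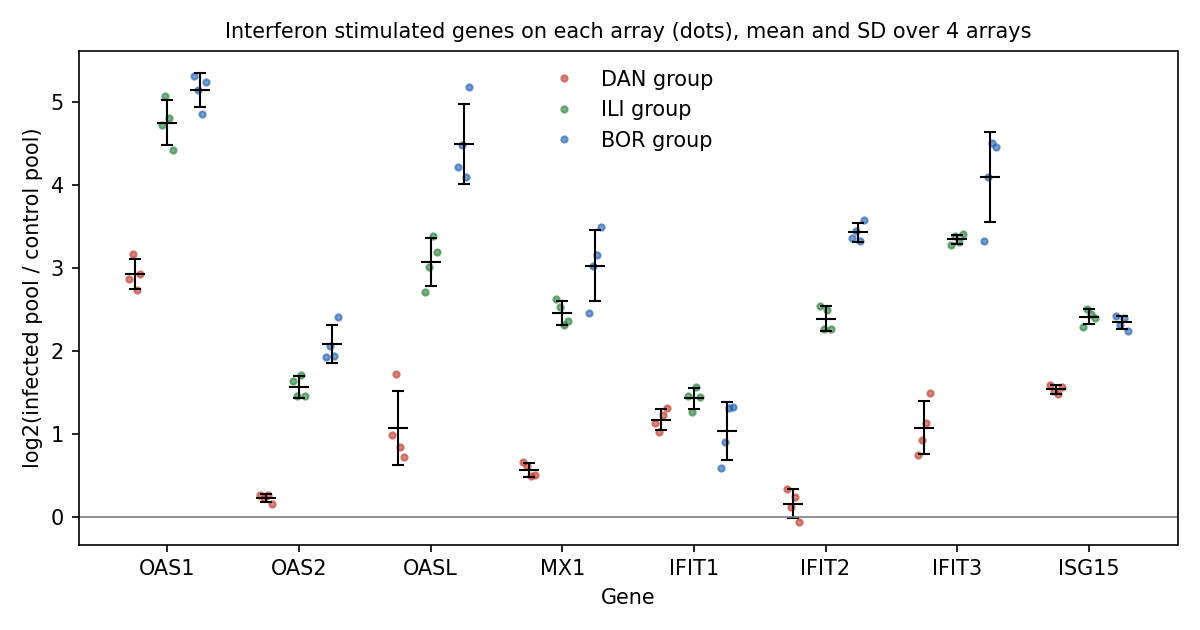
Log2 ratio of the infected over the control pool (y axis) for the 8 genes of the interferon list (x axis) in the DAN, ILI and BOR groups, with a dot per array and bars for mean and SD over 4 arrays. ISG15 lies close to 1.54 in DAN and above 2 in ILI and BOR, and under normexp with median centring IFIT1 in BOR would lie at -0.55.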

The best studied ISGs so far are OAS1, MX1, IFIT1, ISG15, RNaseL and PKR [35]. Previous reports described already some interactions between PRRSV and ISGs, like inhibition of ISIG15 [36] and PKR [37] functions. Unfortunately, still little is known about particular interactions between PRRSV and ISGs like OAS, IFIT1 or Mx1. Recently Badaoui et al. [38] described up-regulation of OAS1 expression in LV-infected PAMs. In addition, Zhao and co-workers [39] observed in an in vitro system that PRRSV infection led to induction of OAS1, while knockdown of endogenous OAS1 increased the PRRSV mRNA level. 

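OAS1 had log2 ratios of 2.92 ± 0.18 in DAN, 4.75 ± 0.27 in ILI and 5.14 ± 0.20 in BOR, which are FC of 7.58, 26.9 and 35.2 (limma, adjusted p = 1.80e-07, 4.74e-10 and 9.62e-11, higher on 4 of 4 arrays of every group). Over its 3 probes the log2 ratio ranged from 2.15 to 2.92 in DAN, from 3.77 to 4.75 in ILI and from 4.42 to 5.14 in BOR. The difference between BOR and ILI, 0.39, was not past the threshold (adjusted p = 0.103), and arrays of both groups overlapped. The differences of 2.22 between BOR and DAN (adjusted p = 1.18e-06) and of 1.83 between ILI and DAN (adjusted p = 3.88e-05) separated all arrays.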

Interestingly, our data strongly support this finding in vivo, since the increase of OAS1 expression ranging from FC of 24.121 in DAN group, 26.910 in ILI up to 35.236 in BOR group, was correlated with the strength of particular PRRSV strain replication measured by N protein encoding gene expression. Although the detailed role of OAS1 gene in PRRSV infection is not yet recognized, the results may support a direct restriction function of this gene to virus replication. The function of OAS in the context of PRRSV infection may be similar to this described in other viral infections, where OAS proteins have been identified as enzymes sensing exogenous nucleic acid and initiate antiviral pathways. In our analysis also other genes from OAS family were observed to be strongly up-regulated. OAS2 gene showed increased expression in BOR and ILI groups, while OASL gene was found to be up-regulated in all three groups of infected animals. Those observations suggest the involvement of OAS proteins in various mechanisms engaged in the defense against PRRSV infection, also observed in studies of other viral infections [40–42].

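OAS2 had a log2 ratio of 0.23 ± 0.05 in DAN, which was higher on 4 of 4 arrays but not past the threshold (limma, adjusted p = 0.0709). In ILI it was 1.57 ± 0.13 (FC 2.96, adjusted p = 3.01e-07) and in BOR 2.08 ± 0.22 (FC 4.23, adjusted p = 5.63e-09), higher on 4 of 4 arrays each. Under normexp with median centring, the value in BOR fell below the threshold, at 0.46. OASL had log2 ratios of 1.07 ± 0.45 in DAN, 3.07 ± 0.29 in ILI and 4.49 ± 0.48 in BOR, FC of 2.10, 8.41 and 22.4 (adjusted p = 0.00164, 5.90e-07 and 5.66e-09), again higher on 4 of 4 arrays. With normexp and loess OASL in DAN was 0.27 and not called.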

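The MX1 probe with the highest signal had a log2 ratio of 0.57 ± 0.08 in DAN (FC 1.48, limma adjusted p = 0.00701), higher on 4 of 4 arrays but just below the FC threshold. It was 2.46 ± 0.15 in ILI (FC 5.49, adjusted p = 2.07e-07) and 3.03 ± 0.43 in BOR (FC 8.15, adjusted p = 6.40e-09), higher on 4 of 4 arrays in both. Over the 5 MX1 probes the FC ranged from 1.48 to 1.85 in DAN, where 4 of the 5 were called, from 4.53 to 12.3 in ILI and from 5.39 to 22.7 in BOR. The call in DAN depends on the probe and on single arrays, as the value was 0.89 for the probe with the largest change, 0.60 without DAN replicate 3 and 0.59 without DAN replicate 4, all past the threshold. The log2 ratio of BOR exceeded that of DAN by 2.46 and that of ILI by 0.57 (adjusted p = 0.0477, below the FC threshold).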

Another ISG which was found to be highly up-regulated, especially in BOR group (FC = 22.739) and ILI (FC = 12.287), but also in DAN group (FC = 5.812) was Mx1 gene, encoding dynamin-like GTPase involved in the innate host defense against RNA viruses [43]. Recently Overend and co-workers showed that Mx1 expression by infected PAMs was generally correlated with IFNβ production [44]. Additionally, recent studies focused on the possibility to use of Mx1 gene as a potential DNA marker for PRRS resistance in pigs [45].

Further genes regarded as ISGs are those encoding interferon-induced proteins with tetratricopeptide repeats: 1, 2 and 3 (IFIT1, IFIT2 and IFIT3). Transcription of IFIT genes is triggered usually in the case of viral and bacterial infections, mostly by Type I IFNs (IFN-α/β) and type III IFNs (IFN-λs) [46, 47]. Independently, IFIT genes are induced in cells infected with RNA viruses which are sensed by pattern recognition receptors [48]. In the presented study increased expression of IFIT1 was noted in DAN (FC = 5.313) and ILI (FC = 3.983) groups, while IFIT2 up-regulation was observed in BOR (FC = 11.521) and ILI (FC = 5.432) groups, as well as IFIT3, which expression increase reached FC = 17.080 in BOR, FC = 10.152 in ILI and FC = 3.245 in DAN group. 

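IFIT1 had log2 ratios of 1.17 ± 0.13 in DAN, 1.43 ± 0.12 in ILI and 1.03 ± 0.35 in BOR, FC of 2.25, 2.69 and 2.05 (limma, adjusted p = 2.08e-05, 2.67e-06 and 1.18e-05), higher on 4 of 4 arrays of every group. No difference between the groups was called for IFIT1 (BOR minus DAN -0.14, adjusted p = 0.509), and with normexp and median centring its value in BOR was -0.55. The second IFIT1 probe had FC of 3.21, 3.98 and 3.04. IFIT2 had a log2 ratio of 0.16 ± 0.17 in DAN (adjusted p = 0.189, higher on 3 of 4 arrays), 2.39 ± 0.15 in ILI (FC 5.23, adjusted p = 1.83e-08) and 3.43 ± 0.11 in BOR (FC 10.7, adjusted p = 2.60e-10), the latter both on 4 of 4 arrays. With its other probe, FC 1.57, IFIT2 was past the threshold in DAN as well. IFIT3 had log2 ratios of 1.08 ± 0.32 in DAN, 3.34 ± 0.06 in ILI and 4.09 ± 0.54 in BOR, FC of 2.11, 10.2 and 17.1 (adjusted p = 0.000755, 1.75e-07 and 5.02e-09), higher on 4 of 4 arrays of every group, while its second probe was not called in DAN (0.45). The difference between BOR and ILI was 1.04 for IFIT2 (adjusted p = 0.000251) and 0.75 for IFIT3 (adjusted p = 0.0462), and only for IFIT2 did all arrays of BOR lie above those of ILI.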

Interestingly, up to now only IFIT3 was linked to PRRSV infection as an important modulator of innate immunity inhibiting virus replication in MARC-145 cells by induction of IFN-β [49]. In our study, the profile of IFITs expression differed between subtype 1 strain and subtype 2 strains, thus raising the question whether the same mechanisms are utilized during infection with PRRSV strains by those genetic groups. The specific role of IFIT1 and IFIT2 is binding single-stranded RNA, thereby acting as a sensor of viral single-stranded RNAs and inhibiting expression of viral messenger RNA [50, 51]. Some differences in antiviral activity between IFIT proteins were previously described for human parainfluenza virus type 3 [52]. Based on those observations it seems that there are some individual features, like distinct tertiary structures, which allow IFIT proteins to bind different partners and selectively affect host-virus interactions.

At the time of blood collection at 7 dpi, the inflammatory response was already induced. One of the genes which showed a high increase of expression in all three infected groups of animals was CXCL10 (chemokine (C-X-C motif) ligand 10). Its FC ranged from 10.297 in ILI group, to 12.280 in DAN and 18.799 in BOR group. This gene encodes one of proinflammatory chemokine CXCL10 attracting leukocytes to the site of infection [53]. 

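CXCL10 had log2 ratios of 2.66 ± 0.32 in DAN, 3.36 ± 0.14 in ILI and 4.23 ± 0.41 in BOR, FC of 6.34, 10.3 and 18.8 (limma, adjusted p = 3.39e-07, 6.79e-08 and 1.31e-09), higher on 4 of 4 arrays of every group. The log2 ratio of ILI exceeded that of DAN by 0.70 (adjusted p = 0.0374) and that of BOR exceeded ILI by 0.87 (adjusted p = 0.0133) and DAN by 1.57 (adjusted p = 0.000126), with all arrays apart. The second probe had FC of 4.52 in DAN, 8.79 in ILI and 7.92 in BOR, so that the order of ILI and BOR depends on the probe. The log2 ratios of CXCL10 in DAN and ILI were 1.87 and 1.93 with normexp and loess, and 1.93 and 1.74 with normexp and median centring, where BOR was lowest (1.35), so that the order of the groups depends on the normalization.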

CXCL10 overexpression has been already observed for highly pathogenic PRRSV (HP-PRRSV) isolate [54] and other Type 2 strains [55, 56]. Previous studies showed that expression of proinflammatory cytokines like interleukin 1, 6 or tumor necrosis factor during PRRSV infection corresponds to the severity of infection [57]. In presented study the overexpression of CXCL10 reached the highest level in BOR group and remained at a similar level in both DAN and ILI groups, which corresponds with the most severe clinical outcome of infection observed in BOR-infected pigs [18].

The other gene which was found to be highly up-regulated in all three groups, GZMA (Granzyme A), with FC of 26.066 in BOR, 15.222 in ILI and 19.020 in DAN group, is an abundant protease expressed in all cytotoxic T-cells and NK-cells. 

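GZMA had log2 ratios of 1.35 ± 0.32 in DAN, 3.55 ± 0.25 in ILI and 4.70 ± 0.52 in BOR, FC of 2.55, 11.7 and 26.1 (limma, adjusted p = 0.000192, 1.36e-07 and 2.23e-09), higher on 4 of 4 arrays of every group. In BOR the control channel was well above background on 1 of 4 arrays. Under normexp with loess, the value in DAN was 0.34, below the FC threshold. The log2 ratio in BOR exceeded that of DAN by 3.35 and that of ILI by 1.15 (adjusted p = 0.00816), and that of ILI exceeded DAN by 2.20.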

GZMA induces caspase-independent cell death with morphological features of apoptosis, when delivered into the target cell through the immunological synapse [58]. In another study the apoptotic cells were found both in B- and T-cell areas of lymphoid organs, suggesting that the apoptosis might play a role in the impairment of the host immune response during PRRSV infection [59]. It is not excluded that in addition to a caspase pathway of apoptosis also caspase-independent mechanism of immunological cells death can be used by PRRSV to debilitate immunological answer to infection, what could explain high up-regulation of GZMA gene expression observed in our analysis.

Comparison of the pathways associated with up- or down-regulated genes between groups of animals infected with particular PRRSV strains revealed some difference indicating that particular strains may utilize variable mechanism to interact with the host.

*Acute Phase Response* was the most significant up-regulated pathway (p-value = 8.43E−11) in a group of piglets infected with subtype 1 strain DAN, while less significant up-regulation was observed in BOR (p-value = 2.24E−05) and ILI (p-value = 5.52E−05) groups for the same pathway at this time post infection. This observation may indicate the differences in the infection progress or some time shift in the course of infection. In both groups infected with subtype 2 strains, BOR and ILI *Agranulocytes Adhesion and Diapedesis* was the most significant up-regulated pathway, followed by *Granulocyte Adhesion and Diapedesis* and *Leukocyte Extravasation Signaling* pathways. This result is not unexpected since an inflammatory response, induced by infection, triggers the movement of leukocytes into body tissue towards the invader. Interestingly, the results of IPA analysis were comparable between both groups, when only immunological processes were considered.

The *Integrin Signaling* pathway has been clearly associated with up-regulated genes in BOR group together with *ILK (integrin-like) signaling* pathway. On the other hand, *Integrin Signaling* pathway was strongly associated with down-regulated genes in ILI group. 

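The 16 integrin genes tested had a median log2 ratio of 0.21 ± 0.04 in DAN, 0.15 ± 0.10 in ILI and 0.22 ± 0.09 in BOR, at percentiles 96.1, 84.05 and 94.1, while with normexp and median centring the medians in ILI and BOR were -0.064 and -0.90. In ILI 5 of the genes were up-regulated and 2 down-regulated.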

Integrins are cell surface glycoproteins involved in cell–cell and cell–extracellular matrix interactions, inducing signalling across the cell membrane to regulate cell proliferation, activation, migration and homeostasis [60]. In a recent study, integrins were shown to be involved in sensing of PRRSV infected macrophages by plasmacytoid dendritic cells, which stimulated production of INF-α [61]. Such mechanism seems to allow the host counteract PRRSV strategies aiming the suppression of type I INF induction.

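The 17 genes tested for claudins and other tight junction proteins had a median log2 ratio of 0.36 ± 0.06 in DAN, 0.61 ± 0.09 in ILI and 0.55 ± 0.10 in BOR, at percentiles 98.7, 99.1 and 99.95, with -0.036 in BOR under normexp and median centring. Up-regulated were 4 of them in DAN, 6 in ILI and 8 in BOR, and down-regulated 1 in every group.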

One of the top five pathways identified as up-regulated in DAN group was *Tight Junction Signalling*. Such observation is analogous to the results obtained by Wysocki and co-workers, who also observed the up-regulation of this pathway in lungs of PRRSV-infected pigs [62]. Tight junctions are specialized membrane domains, which maintain adjacent cells close enough to avoid uncontrolled passage of small molecules, microorganisms and cells, across the paracellular space [63, 64]. They are also involved in regulation of some cellular processes, including polarization, proliferation, differentiation and gene expression [65–67]. Our results suggest that also PRRSV may hijack tight junctions to use cellular machinery to support its own replication. It has been already reported that some viruses are able to regulate the expression or localization of tight junctions proteins to induce cell transformation or make their exit process more efficient. Reports evidenced the importance of tight junction for the infection of different viruses, including reoviruses, influenza virus or human immunodeficiency virus 1 [68–71].

Among the most significant pathways associated with down-regulated genes the *Eukaryotic Translation Initiation Factor 2* (*EIF2*) *Signaling and Regulation of Eucaryotic Translation Initiation Factor 4* *(eIF4)* and *p70S6K Signaling* were identified in each tested group. The coincident down-regulation of mTOR Signalling in DAN group and *PI3K Signaling in B Lymphocytes* in ILI and BOR groups indicate the clear influence on inhibition of cellular protein synthesis. This picture, clearly observed in ILI and DAN groups, is known to be one of the hallmarks of interferon signaling [72]. A similar picture was observed by Wilkinson and co-workers in pigs infected with PRRSV Type 2 strain [73]. Additionally, *Cell Cycle: G1/S Checkpoint Regulation* pathway controlling the passage of the cells from the G1 into the DNA synthesis (S) phase, was associated with down-regulated genes in BOR group. 

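The list for G1/S checkpoint regulation, with 12 of 32 genes tested, had a median log2 ratio of -0.026 ± 0.014 in DAN, -0.031 ± 0.099 in ILI and -0.0053 ± 0.15 in BOR, at percentiles 40.6, 59.9 and 72.5. In BOR 4 of the genes were up-regulated and 4 down-regulated. No direction can be given for this list, since the medians of the single arrays in DAN lay between 0.0071 and 0.037, and the medians in ILI and BOR changed sign with 1 array left out, to 0.011 and 0.040.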

Zhou et al. showed already that the genes relevant to cell cycle and DNA replication can be regulated by highly pathogenic PRRSV [74]. Similarly, Sun and co-workers noticed in microarray experiment that PRRSV nsp11 is able to regulate cell cycle and DNA replication and by in vitro experiment proved that nsp11 induced the delay of cell cycle progression at the S phase. Such cell cycle arrest may be beneficial for the virus, since it can redirect cellular replicative machinery for viral replication, as can be observed for other DNA and RNA viruses [75].

Among pathways affected significantly by down-regulated genes in DAN and ILI group also *CD40 Signaling* was identified, and in all groups *B cell receptor Signaling* was down-regulated. Ligation of CD40 on the surface of dendritic cells controls the production of particular proinflammatory cytokines (IL-8, MIP-1α, TNF-α and IL-12), while its ligation on monocytes is required for stimulation of production of IL-1α, IL-1β, TNF-α, IL-6, and IL-8, and in the rescue of circulating monocytes from apoptosis. The impairment of this pathway affects simultaneously both cellular and humoral immune response. The impairment of B cell receptor signaling strongly affects humoral immune response, since signals propagated through the B cell antigen receptor (BCR) are crucial to the development, survival and activation of B lymphocytes. Furthermore, it is also linked with stimulation of nuclear factor kappa B (NFκB) and PI3K/AKT signaling pathways resulting in the nuclear accumulation of transcription factors and enhancement of protein synthesis and therefore its down-regulation impairs mentioned processes, accompanying already mentioned pathways, EIF2 and EIF4 [76]. In BOR group, additionally, *Antiproliferative Role of TOB in T Cell Signaling* and *T Helper Cell Differentiation* processes were found to be significantly associated with down-regulated genes. A transducer of ERBB2 (TOB) is a negative regulator of T cell proliferation and cytokine transcription, which is constitutively expressed in unstimulated peripheral blood T lymphocytes and selectively expressed in anergic T cells. Down-regulation of TOB is necessary for T cell activation what is crucial during infection [77]. But when this whole process undergoes down-regulation, together with *T Helper Cell Differentiation* process, it changes the situation and heavily impairs cellular immune response and cytokines signaling, crucial in the face of infection [78].

Comparison analysis of canonical signaling pathways activation state induced by BOR, ILI and DAN infection showed some differences between strains. *Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes, TREM 1 signaling* and *Chemokine Signaling* pathways were activated in both strains from subtype 2 (BOR and ILI), while in subtype 1 strain DAN their inhibition was observed. *Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes* plays a role in defense against invading bacteria. Infection with PRRSV may sensitize pigs to secondary bacterial infection. It was shown that expression of FcγRIIB was up-regulated post-infection with PRRSV strains HN07-1 and BJ-4 but an expression of FcγRIIIA receptor was inhibited, what in consequence could suppress the phagocytosis of granulocytes [79]. On the other hand, FcγR-mediated activation of monocyte derived macrophages (MDM) is a potent mechanism of HIV-1 suppression [80]. The activation of *Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes* pathway after BOR and ILI infection may reflect the host attempt to control viral replication. Although the whole pathway is in an inactivated state in the DAN-infected group, we observed up-regulation of Fc gamma receptors (subtypes FcγR1A, FC = 3.7).

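FCGR1A was measured by 1 probe that did not pass the filter on dim probes and was not tested. Its log2 ratio was -0.49 ± 0.78 in DAN, 1.16 ± 0.93 in ILI and 1.14 ± 0.91 in BOR. In DAN the control channel was well above background on 2 of 4 arrays and the infected channel on 1 of 4, and a difference from 0 was not detectable at this signal.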

*TREM 1 signaling* leads to the induction of inflammatory processes such as cytokine production, degranulation of neutrophils and phagocytosis. Badaoui et al. [38] reported the activation of *TREM1 signaling* pathway in response to the infection with highly virulent East European PRRSV strain Lena (subtype 3 of Type 1). Similarly, an increase of activity in TREM 1 pathway was noted for ILI and BOR strains. Furthermore, in infection with Lena as well as ILI and BOR strains, the expression of IL-8 and TLR4 was up-regulated. This finding could suggest common mechanism playing role in the infection with genetically different East European strains and their higher pathogenicity compared to classical PRRSV strains present in Central and Western European countries.

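IL8 had an FC of 2.15 in ILI (SD of the log2 ratio 0.11, limma adjusted p = 0.000626) and a log2 ratio of 1.89 ± 0.23 in BOR (FC 3.72, adjusted p = 6.72e-06), higher on 4 of 4 arrays in both. When normexp was combined with median centring, the value in BOR was 0.20, below the FC threshold. In DAN IL8 was 3.95 ± 0.69 (FC 15.5, adjusted p = 2.44e-07), higher on 4 of 4 arrays, with the control channel well above background on 1 of them. The mean control signal of IL8 was 12.7 in DAN, 2023 in ILI and 1735 in BOR, and the mean infected signal 182, 4353 and 6533, so that the DAN ratio rests on weak signals. The paper's RT-qPCR of the DAN pool gave IL8 as 3.7-fold lower, which is the opposite direction. TLR4 had a log2 ratio of 0.36 ± 0.28 in ILI (adjusted p = 0.0499), below the FC threshold, and 0.013 ± 0.22 in DAN (adjusted p = 0.955). In BOR it was 1.30 ± 0.37 (FC 2.46, adjusted p = 1.01e-05, higher on 4 of 4 arrays), with the infected channel not well above background on any array, and with normexp and loess it was 0.23 and not called.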

Further IPA analysis revealed an additive effect of immunity related genes engaged in *Chemokine Signaling* pathway. An activation of this pathway was observed previously in the transcriptomic analysis of PBMCs after PRRSV vaccination [81]. Particularly interesting results were described for CCL4 cytokine (MIP-1β), recently investigated in several PRRSV studies. Miller et al. [82] and López-Fuertes et al. [83] observed that the level of transcripts encoding CCL4 declined in porcine alveolar macrophages following infection with both Type 2 strain VR-2332 and European Type 1 PRRSV isolate 5710. In our study we observed the opposite effect and up-regulated expression of CCL-4 in BOR (FC = 2.5) and ILI (FC = 1.8) groups. 

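CCL4 had a log2 ratio of 0.84 ± 0.28 in ILI (FC 1.79, limma adjusted p = 0.000373) and 1.34 ± 0.40 in BOR (FC 2.54, adjusted p = 6.43e-06), higher on 4 of 4 arrays in both. In DAN it was 0.086 ± 0.081 (adjusted p = 0.675). The log2 ratio exceeded that of DAN by 0.75 in ILI (adjusted p = 0.0206) and by 1.26 in BOR (adjusted p = 0.000365), and the difference of 0.51 between BOR and ILI was not past the threshold (adjusted p = 0.0857). With normexp and median centring the value in BOR was -0.53.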

The same additive effect for this inflammatory mediator was noted in bone marrow-derived dendritic cells BMDCs pre-infected with PRRSV (IAF-Klop PRRSV genotype 2 strain) after a subsequent infection with *S. suis* (wild-type virulent *S. suis* serotype 2 strain P1/7) [84]. CCL-4 is considered as the most potent chemoattractant and mediator of virus-induced inflammation in vivo [85], thus acitivation of *Chemokine Signaling* pathway and up-regulation of CCL-4 can contribute to the higher virulence of BOR and ILI strains compared to DAN observed in an animal experiment.

Three pathways *IL-6 Signaling, IL-8 Signaling and p38 MAPK Signaling* were characterized as up-regulated only in BOR group and non-altered or down-regulated in two remaining strains. Interleukin 6 is a regulator of acute-phase response and also a lymphocyte stimulator factor, interleukin 8 plays a central role in inflammation process, while p38 MAPK pathway is known to be necessary for induction of different inflammatory cytokines in respiratory viral infections [86] and have been confirmed to be activated by PRRSV [87, 88]. The activation state of signaling pathways of two pro-inflammatory cytokines, *IL*-*6* and *IL*-*8*, as well as induction of the *p38 MAPK* pathway, suggests potential mechanisms responsible for the highest virulence of BOR strain observed in the experimental infection study [18].

Although the samples for microarray analysis were pooled, strong correlation of RT-qPCR results between pooled and individual samples confirmed the validity of obtained results. Moreover, the results of the present study were consistent with the results of an experimental infection study, where the group infected with BOR strain developed acute clinical symptoms, in contrast to medium and mild severity in case of ILI and DAN strains, respectively [18]. The highest FC values obtained in BOR group for multiple genes (OAS1, Mx1, IFIT2, IFIT3, CXCL10, GZMA) involved in a range of immunological processes indicate the most pronounced inflammatory response. Also, BOR strain seems to have a higher general influence on the cells’ metabolic processes and signaling pathways (down-regulation of cell cycle related *G1/S Checkpoint* Pathway, up-regulation of *Integrin* and *Integrin-like Signaling* Pathways, dysregulation of TOB activity, lack of up-regulation of *Interferon Signaling* Pathway in contrast to ILI and DAN strains).

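For 6 of 6 of these genes the log2 ratio was highest in BOR, with the software's values and with normexp and loess. Under normexp with median centring, it was lower in BOR than in ILI for 6 of 6, for example 3.11 against 4.02 for OAS1 and 1.25 against 2.03 for MX1, and CXCL10 was highest in DAN (1.93). That scaling gives such a change for probes in general, since 10094 of the 10116 probes that then differ between BOR and ILI were lower in BOR, so that it does not speak on these genes in particular. Among the contrasts between BOR and ILI with the software's values, those of IFIT2, IFIT3, CXCL10 and GZMA were past both thresholds and those of OAS1 and MX1 were not. The paper reads the FC values of these genes as pointing to the most pronounced inflammatory response after infection with BOR.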

Presented results, referring to different transcriptional profiles of pigs infected with three PRRSV strains, create an important platform for further studies on pathogenicity and immune mechanisms used by PRRSV strains of subtype 2 and 1 to sabotage host immune activation. However, more studies are necessary to identify the full spectrum of pathways influenced by particular strains of PRRSV, especially in the context of extensive genetic variability observed within PRRSV.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

## References

[1] Murtaugh MP, Stadejek T, Abrahante J (2010). The ever-expanding diversity of porcine reproductive and respiratory syndrome virus. Virus Res.

[2] Stadejek T, Stankevicius A, Murtaugh MP (2013). Molecular evolution of PRRSV in Europe: current state of play. Vet Microbiol.

[3] Shi M, Lam TT, Hon CC (2010). Phylogeny-based evolutionary, demographical, and geographical dissection of North American type 2 porcine reproductive and respiratory syndrome viruses. J Virol.

[4] Drigo M, Franzo G, Gigli A (2014). The impact of porcine reproductive and respiratory syndrome virus genetic heterogeneity on molecular assay performances. J Virol Methods.

[5] Martín-Valls GE, Kvisgaard LK, Tello M (2014). Analysis of ORF5 and full-length genome sequences of porcine reproductive and respiratory syndrome virus isolates of genotypes 1 and 2 retrieved worldwide provides evidence that recombination is a common phenomenon and may produce mosaic isolates. J Virol.

[6] Lu WH, Tun HM, Sun BL (2015). Re-emerging of porcine respiratory and reproductive syndrome virus (lineage 3) and increased pathogenicity after genomic recombination with vaccine variant. Vet Microbiol.

[7] Zhao K, Ye C, Chang XB (2015). Importation and recombination are responsible for the latest emergence of highly pathogenic porcine reproductive and respiratory syndrome virus in China. J Virol.

[8] Tian K, Yu X, Zhao T (2007). Emergence of fatal PRRSV variants: unparalleled outbreaks of atypical PRRS in China and molecular dissection of the unique hallmark. PLoS ONE.

[9] Zhou YJ, Hao XF, Tian ZJ (2008). Highly virulent porcine reproductive and respiratory syndrome virus emerged in China. Transbound Emerg Dis.

[10] Karniychuk UU, Geldhof M, Vanhee M (2010). Pathogenesis and antigenic characterization of a new East European subtype 3 porcine reproductive and respiratory syndrome virus isolate. BMC Vet Res.

[11] Morgan SB, Graham SP, Salguero FJ (2013). Increased pathogenicity of European porcine reproductive and respiratory syndrome virus is associated with enhanced adaptive responses and viral clearance. Vet Microbiol.

[12] Weesendorp E, Rebel JM, Popma-De Graaf DJ (2014). Lung pathogenicity of European genotype 3 strain porcine reproductive and respiratory syndrome virus (PRRSV) differs from that of subtype 1 strains. Vet Microbiol.

[13] Sun Y, Han M, Kim C (2012). Interplay between interferon-mediated innate immunity and porcine reproductive and respiratory syndrome virus. Viruses.

[14] Molina RM, Cha SH, Chittick W (2008). Immune response against porcine reproductive and respiratory syndrome virus during acute and chronic infection. Vet Immunol Immunopathol.

[15] Lyoo YS (2015). Porcine reproductive and respiratory syndrome virus vaccine does not fit in classical vaccinology. Clin Exp Vaccine Res.

[16] Weesendorp E, Morgan S, Stockhofe-Zurwieden N (2013). Comparative analysis of immune responses following experimental infection of pigs with European porcine reproductive and respiratory syndrome virus strains of differing virulence. Vet Microbiol.

[17] Weesendorp E, Stockhofe-Zurwieden N, Nauwynck HJ (2016). Characterization of immune responses following homologous reinfection of pigs with European subtype 1 and 3 porcine reproductive and respiratory syndrome virus strains that differ in virulence. Vet Microbiol.

[18] Stadejek T, Larsen LE, Podgórska K (2017). Pathogenicity of three genetically diverse strains of PRRSV Type 1 in specific pathogen free pigs. Vet Microbiol.

[19] Bøtner A, Nielsen J, Bille-Hansen V (1994). Isolation of porcine reproductive and respiratory syndrome (PRRS) virus in a Danish swine herd and experimental infection of pregnant gilts with the virus. Vet Microbiol.

[20] Duvigneau JC, Hartl RT, Groiss S (2005). Quantitative simultaneous multiplex real-time PCR for the detection of porcine cytokines. J Immunol Methods.

[21] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res.

[22] Mas VR, Maluf DG, Stravitz R (2004). Hepatocellular carcinoma in HVC-infected patients awaiting liver transplantation: genes involved in tumor progression. Liver Transpl.

[23] Schroyen M, Steibel JP, Koltes JE (2015). Whole blood microarray analysis of pigs showing extreme phenotypes after a porcine reproductive and respiratory syndrome virus infection. BMC Genom.

[24] Nedumpun T, Wongyanin P, Sirisereewan C (2017). Interleukin-1 receptor antagonist (IL-1Ra): an early immunomodulatory cytokine induced by porcine reproductive and respiratory syndrome virus (PRRSV). J Gen Virol.

[25] Wilkinson JM, Bao H, Lading A (2016). Genome-wide analysis of the transcriptional response to porcine reproductive and respiratory syndrome virus infection at the maternal/fetal interface and in the fetus. BMC Genom.

[26] Genini S, Delputte PL, Malinverni R (2008). Genome-wide transcriptional response of primary alveolar macrophages following infection with porcine reproductive and respiratory syndrome virus. J Gen Virol.

[27] Yoo D, Song C, Sun Y (2010). Modulation of host cell responses and evasion strategies for porcine reproductive and respiratory syndrome virus. Virus Res.

[28] Sun Y, Han M, Kim C (2012). Interplay between interferon-mediated innate immunity and porcine reproductive and respiratory syndrome virus. Viruses.

[29] Beura LK, Sarkar SN, Kwon B (2010). Porcine reproductive and respiratory syndrome virus nonstructural protein 1beta modulates host innate immune response by antagonizing IRF3 activation. J Virol.

[30] Chen Z, Lawson S, Sun Z (2010). Identification of two auto-cleavage products of nonstructural protein 1 (nsp1) in porcine reproductive and respiratory syndrome virus infected cells: nsp1 function as interferon antagonist. Virology.

[31] Kim O, Sun Y, Lai FW (2010). Modulation of type I interferon induction by porcine reproductive and respiratory syndrome virus and degradation of CREB-binding protein by non-structural protein 1 in MARC-145 and HeLa cells. Virology.

[32] Beura LK, Subramaniam S, Vu HL (2012). Identification of amino acid residues important for anti-IFN activity of porcine reproductive and respiratory syndrome virus non-structural protein 1. Virology.

[33] Shi X, Wang L, Li X (2011). Endoribonuclease activities of porcine reproductive and respiratory syndrome virus nsp11 was essential for nsp11 to inhibit IFN-beta induction. Mol Immunol.

[34] Sagong M, Lee C (2011). Porcine reproductive and respiratory syndrome virus nucleocapsid protein modulates interferon-β production by inhibiting IRF3 activation in immortalized porcine alveolar macrophages. Arch Virol.

[35] Wang R, Zhang YJ (2014). Antagonizing interferon-mediated immune response by porcine reproductive and respiratory syndrome virus. Biomed Res Int.

[36] Sun Z, Ransburgh R, Snijder EJ (2012). Nonstructural protein 2 of porcine reproductive and respiratory syndrome virus inhibits the antiviral function of interferon-stimulated gene 15. J Virol.

[37] Rowland RRR, Robinson B, Stefanick J (2001). Inhibition of porcine reproductive and respiratory syndrome virus by interferon-gamma and recovery of virus replication with 2-aminopurine. Arch Virol.

[38] Badaoui B, Rutigliano T, Anselmo A (2014). RNA-sequence analysis of primary alveolar macrophages after in vitro infection with porcine reproductive and respiratory syndrome virus strains of differing virulence. PLoS ONE.

[39] Zhao J, Feng N, Li Z (2016). 2′,5′-Oligoadenylate synthetase 1(OAS1) inhibits PRRSV replication in Marc-145 cells. Antivir Res.

[40] Schröder HC, Suhadolnik RJ, Pfleiderer W (1992). (2′-5′) Oligoadenylate and intracellular immunity against retrovirus infection. Int J Biochem.

[41] Kristiansen H, Scherer CA, McVean M (2010). Extracellular 2′-5′ oligoadenylate synthetase stimulates RNase L-independent antiviral activity: a novel mechanism of virus-induced innate immunity. J Virol.

[42] Choi UY, Kang JS, Hwang YS (2015). Oligoadenylate synthase-like (OASL) proteins: dual functions and associations with diseases. Exp Mol Med.

[43] Palm M, Garigliany M-M, Cornet F (2010). Interferon-induced Sus scrofa Mx1 blocks endocytic traffic of incoming influenza A virus particles. Vet Res.

[44] Overend CC, Cui J, Grubman MJ (2017). The activation of the IFNβ induction/signaling pathway in porcine alveolar macrophages by porcine reproductive and respiratory syndrome virus is variable. Vet Res Commun.

[45] Wang SJ, Liu WJ, Sargent CA (2012). Effects of the polymorphisms of Mx1, BAT2 and CXCL12 genes on immunological traits in pigs. Mol Biol Rep.

[46] Der SD, Zhou A, Williams BR (1998). Identification of genes differentially regulated by interferon alpha, beta, or gamma using oligonucleotide arrays. Proc Natl Acad Sci USA.

[47] Kohli A, Zhang X, Yang J (2012). Distinct and overlapping genomic profiles and antiviral effects of Interferon-λ and -α on HCV-infected and noninfected hepatoma cells. J Viral Hepat.

[48] Broz P, Monack DM (2013). Newly described pattern recognition receptors team up against intracellular pathogens. Nat Rev Immunol.

[49] Zhang L, Liu J, Bai J (2013). Poly(I:C) inhibits porcine reproductive and respiratory syndrome virus replication in MARC-145 cells via activation of IFIT3. Antiviral Res.

[50] Terenzi F, Saikia P, Sen GC (2008). Interferon-inducible protein, P56, inhibits HPV DNA replication by binding to the viral protein E1. EMBO J.

[51] Raychoudhuri A, Shrivastava S, Steele R (2011). ISG56 and IFITM1 proteins inhibit hepatitis C virus replication. J Virol.

[52] Rabbani MA, Ribaudo M, Guo JT (2016). Identification of IFN-stimulated gene (ISG) proteins that inhibit human parainfluenza virus type 3. J Virol.

[53] Lusso P (2000). Chemokines and viruses: the dearest enemies. Virology.

[54] Chen XX, Quan R, Guo XK (2014). Up-regulation of pro-inflammatory factors by HP-PRRSV infection in microglia: implications for HP-PRRSV neuropathogenesis. Vet Microbiol.

[55] Yu Y, Wang R, Nan Y (2013). Induction of STAT1 phosphorylation at serine 727 and expression of proinflammatory cytokines by porcine reproductive and respiratory syndrome virus. PLoS ONE.

[56] Xiao S, Jia J, Mo D (2010). Understanding PRRSV infection in porcine lung based on genome-wide transcriptome response identified by deep sequencing. PLoS ONE.

[57] Gomez-Laguna J, Salguero FJ, Barranco I (2010). Cytokine expression by macrophages in the lung of pigs infected with the porcine reproductive and respiratory syndrome virus. J Comp Pathol.

[58] Beresford PJ, Zhang D, Oh DY (2001). Granzyme A activates an endoplasmic reticulum-associated caspase-independent nuclease to induce single-stranded DNA nicks. J Biol Chem.

[59] Gómez-Laguna J, Salguero FJ, Fernández de Marco M (2013). Type porcine reproductive and respiratory syndrome virus infection mediated apoptosis in B- and T-cell areas in lymphoid organs of experimentally infected pigs. Transbound Emerg Dis.

[60] Hynes RO (2002). Integrins: bidirectional, allosteric signaling machines. Cell.

[61] García-Nicolás O, Auray G, Sautter CA (2016). Sensing of porcine reproductive and respiratory syndrome virus-infected macrophages by plasmacytoid dendritic cells. Front Microbiol.

[62] Wysocki M, Chen H, Steibel JP (2012). Identifying putative candidate genes and pathways involved in immune responses to porcine reproductive and respiratory syndrome virus (PRRSV) infection. Anim Genet.

[63] Steed E, Balda MS, Matter K (2010). Dynamics and functions of tight junctions. Trends Cell Biol.

[64] Shen L (2011). Tight junctions on the move: Molecular mechanisms for epithelial barrier regulation. Ann N Y Acad Sci.

[65] Zihni C, Bald MS, Matter K (2014). Signalling at tight junctions during epithelial differentiation and microbial pathogenesis. J Cell Sci.

[66] Gonzalez-Mariscal L, Tapia R, Chamorro D (2008). Crosstalk of tight junction components with signaling pathways. Biochim Biophys Acta.

[67] Tsukita S, Yamazaki Y, Katsuno T (2008). Tight junction-based epithelial microenvironment and cell proliferation. Oncogene.

[68] Boheme KW, Lai CM, Dermody TS (2013). Mechanisms of reovirus bloodstream dissemination. Adv Virus Res.

[69] Golebiewski L, Liu H, Javier RT (2011). The avian influenza virus NS1 ESEV PDZ binding motif associates with Dlg1 and scribble to disrupt cellular tight junctions. J Virol.

[70] Sufiawati I, Tugizov SM (2014). HIV-associated disruption of tight and adherens junctions of oral epithelial cells facilitates HSV-1 infection and spread. PLoS ONE.

[71] Torres-Flores JM, Arias CF (2015). Tight junctions go virus!. Viruses.

[72] Riley FL, Levy HB (1977). Effect of interferon on cellular RNA synthesis and structure. Tex Rep Biol Med.

[73] Wilkinson JM, Ladinig A, Bao H (2016). Differences in whole blood gene expression associated with infection time-course and extent of fetal mortality in a reproductive model of type 2 porcine reproductive and respiratory syndrome virus (PRRSV) infection. PLoS ONE.

[74] Zhou P, Zhai S, Zhou X (2011). Molecular characterization of transcriptome-wide interactions between highly pathogenic porcine reproductive and respiratory syndrome virus and porcine alveolar macrophages in vivo. Int J Biol Sci.

[75] Sun Y, Li D, Giri S (2014). Differential host cell gene expression and regulation of cell cycle progression by nonstructural protein 11 of porcine reproductive and respiratory syndrome virus. Biomed Res Int.

[76] B Cell Receptor Signaling Pathway - Target Explorer. https://targetexplorer.ingenuity.com/pathway/ING/ING:cil. Accessed 27 Nov 2016

[77] Antiproliferative Role of TOB in T Cell Signaling Pathway – Target. https://targetexplorer.ingenuity.com/pathway/ING/ING:5c93d. Accessed 27 Nov 2016

[78] T Helper Cell Differentiation Pathway - Target Explorer. https://targetexplorer.ingenuity.com/pathway/ING/ING:3qbdh. Accessed 27 Nov 2016

[79] Wan B, Qiao S, Li P (2013). Impairment of the antibody-dependent phagocytic function of PMNs through regulation of the FcγRs expression after porcine reproductive and respiratory syndrome virus infection. PLoS ONE.

[80] Perez-Bercoff D, David A, Sudry H (2003). Fcγ receptor-mediated suppression of human immunodeficiency virus type 1 replication in primary human macrophages. J Virol.

[81] Islam MA, Große-Brinkhaus C, Pröll MJ (2016). Deciphering transcriptome profiles of peripheral blood mononuclear cells in response to PRRSV vaccination in pigs. BMC Genom.

[82] Miller LC, Neill JD, Harhay GP (2010). In-depth global analysis of transcript abundance levels in porcine alveolar macrophages following infection with porcine reproductive and respiratory syndrome virus. Adv Virol.

[83] López Fuertes L, Doménech N, Alvarez B (1999). Analysis of cellular immune response in pigs recovered from porcine respiratory and reproductive syndrome infection. Virus Res.

[84] Auray G, Lachance C, Wang Z (2016). Transcriptional analysis of PRRSV-infected porcine dendritic cell response to streptococcus suis infection reveals up-regulation of inflammatory-related genes expression. PLoS ONE.

[85] Salazar-Mather TP, Hokeness KL (2006). Cytokine and chemokine networks: pathways to antiviral defense. Curr Top Microbiol Immunol.

[86] Meusel TR, Imani F (2003). Viral induction of inflammatory cytokines in human epithelial cells follows a p38 mitogen-activated protein kinase-dependent but NF-κB-independent pathway. J Immunol.

[87] Hou J, Wang L, Quan R (2012). Induction of interleukin-10 is dependent on p38 mitogen-activated protein kinase pathway in macrophages infected with porcine reproductive and respiratory syndrome virus. Virol J.

[88] Lee YJ, Lee C (2012). Stress-activated protein kinases are involved in porcine reproductive and respiratory syndrome virus infection and modulate virus-induced cytokine production. Virology.

How the deposited data were processed for this re-analysis (not part of the article)

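Gene expression in PBMC of pigs at 7 dpi was measured on 2-colour porcine oligonucleotide arrays with 60-mer probes. For each of the DAN, ILI and BOR groups the RNA of 5 pigs was pooled, labelled with Cy5 and hybridized on 4 arrays against a Cy3-labelled control pool, so that 12 arrays stood for 3 infected pools, with 1 pool per group. The dyes were not exchanged on any array. The arrays of a group lay on 1 slide, so that group and slide cannot be told apart. The slides of ILI and BOR were scanned in the same session and that of DAN in another, so that scan is tied to the group in comparisons with DAN.

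The authors deposited the output of the image analysis software for every array and a matrix of normalized ratios. The processed signals are given by the authors' software as intensity after background subtraction with spatial detrending, with substitute values for spots near background, and after linear and LOWESS dye normalization. The ratios are given in the deposited files as log10 of the infected over the control channel, and were multiplied by the log2 of 10, so that all values here are on the log2 scale of the deposited ratio. The deposited matrix held the same ratios as the single array files on all 12 arrays. Fold changes are 2 to the power of the log2 ratio, that is the ratio of the deposited infected over control values.

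Spots that the software marked as unlike their replicate spots were left out, and the remaining spots of each of 43603 probes were averaged per array. Probes were tested when they were well above background in at least 1 channel on all 4 arrays of at least 1 group and when at least 3 arrays were left in every group, which held for 24339 probes. No spot was saturated. Of the probes, 15431 carried a gene name in the files, for 7539 names. Another 28172 carried only an accession, of which 0 matched the reference annotation, so that these stayed without a name. Where a gene had several probes, the probe with the highest mean log2 signal over both channels and all arrays stood for it.

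One mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), without a block, and differences between groups were contrasts of the same fit. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and an FC of at least 1.5. In data simulated from these arrays with 200 changed probes in the BOR group, 163 (81.5%) were called with 5 false calls, and in the contrasts 132 (66.0%) between BOR and DAN with 5 false calls and 125 (62.5%) between BOR and ILI with 10 false calls. Errors are SD over the arrays of 1 pool and carry no variation between animals. Where a channel was not well above background on any array of a group, the fold depends on the value given to the background and no limit on it is given.

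The genes named in the text are those for which the paper gives a value or a direction, and for each group the 3 probes with the largest increase and the 3 with the largest decrease among called probes with a gene name and the same sign on all 4 arrays, of which 1 is not reported here. The 27 gene lists covered processes named in the paper, gene families read from the symbols, cell types and the interferon stimulated and OAS family genes of the paper. Each list was summarised by its median log2 ratio over the group means of its genes and compared with 10000 random lists matched on signal, without a p. The SD of a list is that of the medians of the single arrays, which can differ from its value. Overlaps between groups were compared with 20 simulations of pools that share 1 control pool. Array values were compared with the paper's RT-qPCR fold changes over 18 points by permutation tests with 100000 resamples.

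The alternatives were the normexp background correction (offset 50) with loess or with median centring, the deposited matrix, no filter on dim probes, only probes well above background in both channels on all arrays, spots marked by the software kept, the methods' t-test with and without adjustment, FC alone, an FC of at least 2, each group fitted on its own, the replicate number as a block, gene names in place of probes, other ways to use several probes of a gene, and each array left out in turn. A straight line in the GC content of the probes and the comparison with RT-qPCR without IL4 were added as alternatives after the data were seen. Slide could not be fitted as a block, since each slide held 1 group. The pathway software used in the paper, its gene lists and its activation scores were not used here, and the RT-qPCR measurements of single pigs were not analysed here. Figures were drawn from the same values.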

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

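Of the tests in this part, the removal of a line in GC content, the comparison of the control channels and that of CXCL2 with RT-qPCR were chosen only after the result was seen.

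In 131 groups of 4 arrays a single array was compared with the other 3, and 4 of them stood apart, where about 6.6 are given by chance. MYD88 in DAN had a log2 ratio of 0.83 on replicate 1 against 0.49 to 0.54 on the others, and the mean without it was 0.51. SDS in BOR had 1.94 on replicate 4 against 1.51 to 1.56, with a mean of 1.53 without it. The slope of the spike-in controls was 0.876 on DAN replicate 4 against 0.853 to 0.855. The factor by which the software scaled the infected channel was 8.60 on BOR replicate 4 against 6.12 to 6.38. With no more such arrays than chance gives, none was left out, and no biological explanation was tested.

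The groups differed by 9059 probes between BOR and DAN, 3272 between ILI and DAN and 3925 between BOR and ILI in the contrasts of the fit. Of the 35 splits of the 8 arrays into groups of 4, only the real split, 1 of 35, gave as many probes, for each of the 3 comparisons. The 4 arrays of a group repeat 1 pool on 1 slide, so that the splits set the pools against technical noise only, and a chance difference between pools cannot be excluded by them. For the probes called within a group, 1 of 8 orientations of the arrays gave as many in DAN, ILI and BOR alike, and with 8 orientations chance cannot be excluded. With a line in the GC content of the probes taken out, 8651 probes still differed between BOR and DAN, which argues against such a dye bias as the whole cause. More probes were called in BOR than in DAN also among those well above background in both channels on all 12 arrays (4923 against 1238), which argues against the dimmer infected channel of the BOR arrays as the whole cause. Effects of slide, labelling and hybridization stay open, since the control channels of DAN and ILI differed along with the infected channels (r = 0.841 over probes). A separate preparation of both DAN pools predicts the same and stays open too. For DAN and BOR r was 0.552, no higher than the 0.566 for ILI and BOR, whose control channels differed 2-fold or more for 25 probes. The strain and the dose of virus stay open as well and were not tested apart.

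The N gene differed by 4.38 (log2) between BOR and DAN, by 2.80 between ILI and DAN and by 1.58 between BOR and ILI. Its control channel was not well above background in DAN and ILI, so that these differences depend on the value given to the background, and with normexp and loess the values were 0.48 in DAN and 2.71 in ILI. In BOR the control signal was 1730, though the paper gives the control pigs as PRRSV-negative. The ratio in BOR thus depends on a signal whose source was not tested. The titre of the inoculum was lowest for BOR, so that the order does not follow the dose. A difference in viral RNA between the pools and an effect of slide or probe sequence, since the strains differ, stay open and were not tested.

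CXCL2 was lower in DAN and higher in the other groups, with differences of 4.06 between BOR and DAN and 3.28 between ILI and DAN. EDN1 went the same way, with differences of 4.88 and 3.45. With normexp and loess EDN1 in DAN moved to -0.11 and was not called, so that its fall in DAN may come from the background correction. The paper's RT-qPCR of the pools, which uses no slide, gives CXCL2 log2 fold changes of -1.94 in DAN, 3.26 in ILI and 2.10 in BOR, without a spread, so that the smaller of its differences from DAN is 4.04. This argues against an effect of the slide as the whole cause for CXCL2, while the sizes on the arrays and differences between the RNA pools stay open, as does the dose of virus. For IL8 in DAN the same RT-qPCR went against the arrays, with log2 values of -1.89 and 3.95. The argument is therefore limited to CXCL2 and assumes that the RT-qPCR used the RNA on these DAN arrays. EDN1 was measured only on the arrays, with a separate slide for each group, and for it biological and slide effects cannot be told apart.

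Large changes outside the genes that the paper discusses were those of COL1A2 in DAN (3.69), SDS in DAN (3.36) and SLC6A19 in BOR (4.92). Their control channels were well above background on 0, 1 and 1 of the 4 arrays, so that the size of these changes depends on the value given to the background. SLC6A19 had an SD of 1.79 over the arrays. The mean control signal of SDS was 157 in DAN against 9318 in ILI and 8688 in BOR for its probe with the highest signal. The correlation of the channels for DAN and ILI (0.841) leaves an effect on both channels of the DAN slide open for such genes. A separate preparation of both DAN pools stays open as well. For DAN and BOR the correlation was 0.552, no higher than for ILI and BOR (0.566). The control signal of OAS1 differed far less than that of SDS, at 308 in DAN, 428 in ILI and 417 in BOR. No biological explanation was tested.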

How the results depend on the processing

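Of the tests in this part, the line in the GC content of the probes and the comparison without IL4 were chosen only after the data were seen.

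Counts are given as probes called in DAN, ILI, BOR, in the same direction in all 3 groups, and between BOR and DAN, ILI and DAN, and BOR and ILI, with the values reported at the claims at 3680, 8990, 11026, 1167, 9059, 3272 and 3925. With normexp and loess they were 929 (723 higher, 206 lower), 3056 (1956, 1100), 3549 (1606, 1943), 231 (160, 71), 3297 (1289, 2008), 1301 (651, 650) and 1416 (498, 918). Of the calls, 906 in DAN (24.6%), 2887 in ILI (32.1%) and 3383 in BOR (30.7%) were kept in the same direction and none of them was reversed. With normexp and median centring the counts were 1265 (1159, 106) in DAN, 3963 (875, 3088) in ILI, 94 (23, 71) in all 3 groups and 10116 (22, 10094) between BOR and ILI, and the other counts stayed within 1.5 times. Here the share of lower probes moved far, since the probes changed in BOR were 213 higher and 11483 lower, those between BOR and DAN 172 and 12507, and those between ILI and DAN 224 and 3416. Of the calls in BOR 4486 were kept (40.7%) and 761 reversed. The cause was not tested. Over the tested probes the median log2 ratio was -0.018 in DAN, -0.086 in ILI and -0.23 in BOR, and with this scaling 0.046, -0.10 and -0.52, so that values in BOR under it hold a shift of the probes as a whole.

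Among probes well above background in both channels on all arrays the counts were 1238 (893, 345), 3505 (2090, 1415), 4923 (2553, 2370), 473 (353, 120), 4410 (2112, 2298), 1748 (846, 902) and 1779 (1039, 740). This choice tests 10859 probes and also leaves out those that fell below background, which shows in the smaller share of lower probes. With an FC of at least 2 the counts were 1289 (279 of them lower), 2970 (1202, 1768), 5216 (1834, 3382), 148 (89, 59), 4663 (1553, 3110), 1251 (505, 746) and 1709 (718, 991), and with gene names in place of probes 835 (618, 217), 1906 (1066, 840), 2477 (956, 1521), 261 (169, 92), 2126 (677, 1449), 775 (313, 462) and 955 (354, 601), both by their construction. The methods' t-test with adjustment gave 5463 (2395, 3068) in BOR, 515 (320, 195) in all 3 groups and 2140 (927, 1213) between BOR and ILI, and FC without a test gave 5503 between ILI and DAN and 6458 between BOR and ILI. The cause was not tested. With a line in GC content taken out the counts were 3553, 7874, 10704, 1017, 8651, 2869 and 4001, and the calls kept in the same direction were 85.0% in DAN, 74.7% in ILI and 83.7% in BOR. The deposited matrix gave the same calls, and the spots marked by the software, when kept, changed fewer than 0.1% of the calls. The counts under the remaining alternatives (no filter on dim probes, the methods' t-test without adjustment, each group fitted on its own, the replicate number as a block) stayed within 1.5 times. The replicate numbers do not pair the arrays, with r between -0.04 and 0.07 for 12 pairs. Slide as a block was not run, since each slide held 1 group.

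With each array left out in turn the counts ranged from 2921 to 3768 in DAN, 8311 to 9075 in ILI, 10773 to 11006 in BOR, 916 to 1213 in all 3 groups, 8221 to 9189 between BOR and DAN, 2530 to 3686 between ILI and DAN and 3059 to 4179 between BOR and ILI. The order of the counts, lowest in DAN and highest in BOR, was the same under the alternatives run except the methods' t-test with adjustment, where the count in ILI was 7575 and so more than in BOR. With single arrays left out, between 33 and 37 list values lay outside the middle 95% of random lists, against 35 with all arrays. There were 36 with normexp and loess, 30 with normexp and median centring, 29 with the median over the probes of a gene and 33 with no filter on dim probes. Spearman's rho of the arrays with RT-qPCR stayed between 0.80 and 0.84 under the alternatives run, except without IL4 (0.77) and without the 2 points farthest from the median array value (0.78).

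The N gene in DAN was 0.48 with normexp and loess and 0.50 with normexp and median centring, below the FC threshold, since its control channel lies at the background that these methods offset. For the named genes outside the arrays left out, 732 values kept direction and side of the threshold, 54 fell below it, 9 rose above it and 15 were counted as changed in sign. The 15 include COL1A2 in BOR, whose value was 0 before and so had no sign. For the gene lists 244 moved by less than the SD, 132 by more and 29 changed sign.

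With normexp and loess, signs changed for FABP6 in BOR (0.097) and ILI (0.0092). Lists that changed sign were G1/S checkpoint in ILI (0.0065), TREM1 in DAN (0.0049), ribosomal proteins in DAN (0.050) and Toll-like receptors in BOR (0.045). COL1A2 in BOR, at 0 on all 4 arrays and so without a sign, moved to 0.083, and to 0.29 with normexp and median centring. With normexp and median centring signs changed for BHLHE41 in DAN (0.051), CCL4 in BOR (-0.53), FABP6 in BOR (0.043) and ILI (0.038). The signs of IFIT1 in BOR (-0.55), LHFPL1 in DAN (-0.021) and MYD88 in BOR (-1.18) changed under it as well. Lists that changed sign with it in BOR were Fc gamma (-1.03), neutrophil (-1.02), integrin (-0.90), cytotoxic and NK cells (-0.53), IL-6 (-0.45), proliferation (-0.31), TREM1 (-0.27), muscle (-0.17), acute phase (-0.13), tight junction (-0.036) and chemokine (-0.026). In ILI they were T cell (-0.15), IL-8 (-0.14), Fc gamma (-0.12), integrin (-0.064) and ribosomal proteins (0.0032), and in DAN ribosomal proteins (0.48), B cell receptor (0.11), G1/S (0.072), IL-6 (0.063), TREM1 (0.019) and translation initiation (0.013). The cause was not tested.

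With the median over the probes of a gene, signs changed for LHFPL1 in DAN (-0.47), RNASE4 in DAN (-0.057) and the lists of monocytes in BOR (0.14), ribosomal proteins in DAN (0.0071) and Toll-like receptors in BOR (0.066), and with the probe of largest change for LHFPL1 (-1.01) and RNASE4 (-0.25) in DAN, since their probes differ in sign. With single arrays left out, signs changed for FABP6 in BOR (-0.65 to 0.36) and ILI (-0.37 to 0.26), LHFPL1 (-0.56 to 0.42), IL1RN (-0.019 to 0.28), TLR4 (-0.058 to 0.080) and BHLHE41 (-0.084 to 0.0011) in DAN, none of which was called there with all arrays. Lists that did so were IL-8 in BOR (-0.086 to 0.018) and ILI (-0.0097 to 0.10), G1/S in BOR (-0.053 to 0.040), ILI (-0.072 to 0.011) and DAN (-0.030 to 0.016), and Toll-like receptors in BOR (-0.15 to 0.055) and DAN (-0.0032 to 0.18).

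The signal over background limits the values in BOR most, where the infected channel was well above background for 16875 to 21124 of the 61657 spots with probes, and folds of probes with 1 channel at background depend on the value given to the background.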

Differences from the paper's values

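The comparison over the whole of Table S1 was chosen only after the result was seen. Both values of each pair are given as fold changes or as counts, and those of the paper are marked as the paper's. A count is said to differ when it is more than 1.5 times above or below the paper's. A fold change is said to differ when its direction is another or when it is more than 1.5 times above or below and also farther away than the SD over the arrays, and for the N gene on the factor alone.

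The paper's counts for DAN are 12518 genes, 6033 up-regulated and 6485 down-regulated, against 3680 probes, 2318 and 1362 here. None of the alternatives set before the data were examined brought any of these within the paper's value. The paper's counts for BOR are 4253 genes, 2030 up-regulated and 2223 down-regulated, against 11026 probes, 3709 and 7317 here. The total and the up-regulated count no longer differed with normexp and loess (3549, 1606 up-regulated), among probes well above background in both channels on all arrays (4923, 2553), with the methods' t-test and adjustment (5463, 2395) and with an FC of at least 2 (5216, 1834). The down-regulated count no longer differed with normexp and loess (1943), among probes well above background in both channels (2370), with the methods' t-test and adjustment (3068) and with gene names in place of probes (1521). Under the other alternatives these counts differed. The paper's count of genes down-regulated in all 3 groups is 1033, against 589 here, and it no longer differed with FC of at least 1.5 and no test, but differed under the other alternatives.

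For single genes in DAN the paper's fold changes are 37.15 for the N gene against 9.77 here, 24.12 for OAS1 against 7.58, 12.28 for CXCL10 against 6.34, 19.020 for GZMA against 2.55, 5.812 for MX1 against 1.48, 5.313 for IFIT1 against 2.25 and 3.245 for IFIT3 against 2.11. The paper's IL8 in DAN is 2.75-fold lower, whereas it was 15.5-fold higher here, a ratio of control over infected of 0.0646. The paper's RT-qPCR of IL8 in DAN, at 3.7-fold lower, has the direction of the paper's array value. The paper's FOS in DAN is 2.90-fold lower against 1.73-fold here. For 2 genes that did not pass the filter on dim probes, the paper's IL4 is 3.89-fold lower against 1.14-fold here, and the paper's FCGR1A is 3.7-fold higher against a signed fold change of -1.41 here. IFIT3 no longer differed without DAN replicate 1 or without DAN replicate 2, and differed under the other alternatives. For the remaining genes of DAN, none of the alternatives set before the data were examined gave a value that no longer differed. The paper's fold changes of MX1 are 12.287 in ILI and 22.739 in BOR, against 5.49 and 8.15 for the probe with the highest signal. Both no longer differed with the probe of largest change (12.3 and 22.7), and differed under the other alternatives.

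Over the fold changes of genes that the paper gives, 11 of 12 differed in DAN, 1 of 13 in ILI and 1 of 12 in BOR. Over the 50 genes per group of Table S1, the paper's fold changes were compared with the closest of the probes of each gene. They were matched to within 2% by 50 of 50 in ILI and 50 of 50 in BOR, and by 0 of 50 in DAN, where 5 of 50 were within 1.5 times and 48 of 50 had the same direction (46 with the probe with the highest signal).

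The paper gives the most regulated genes for DAN, fewer for ILI and the fewest for BOR, whereas the counts here were 3680, 8990 and 11026. It gives the overlap as lower for BOR with ILI than for DAN with ILI, whereas the shares of probes called in the same direction were 43.1% for ILI and BOR and 24.9% for DAN and ILI. It lists OAS1 in DAN above 20-fold, whereas the FC was 7.58, and GZMA, MBOAT4, TGM5 and CXCL10 in DAN above 10-fold, whereas the FC were 2.55, 3.02, 1.80 (not tested) and 6.34. It places LHFPL1, OAS2 and the ACTA gene in BOR above 10-fold, whereas the probe with the highest signal gave 7.96, 4.23 and 4.43 and the probe with the largest change 10.04, 11.3 and 10.9. It names fewer genes above 10-fold in BOR than the 20 found here, and its genes above 10-fold in DAN do not include COL1A2, IL8 and SDS.

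The paper reports IFIT1 for DAN and ILI, whereas it was also up-regulated in BOR (FC 2.05). It reports TLR4 as up-regulated in ILI and BOR, whereas the FC in ILI was 1.28 and below the threshold under each alternative run. It gives the order of CXCL10 as lowest in ILI, whereas the FC were 6.34 in DAN and 10.3 in ILI. This order depends on the normalization, as the log2 ratios of CXCL10 in DAN and ILI were 1.87 and 1.93 with normexp and loess and 1.93 and 1.74 with normexp and median centring. Of the lists written here for processes, p38 MAPK had a median of -0.32 in BOR, where the paper gives activation. The tested probes of BOR had a median of -0.23, and the list lay at percentile 21.9. Its value is therefore no evidence against activation. IL-8 signalling had 0.18 in DAN and -0.021 in BOR, where the paper gives a negative and a positive score. The medians of single arrays for IL-8 lay between -0.038 and 0.20 in DAN and between -0.0093 and 0.21 in BOR, so that both signs occurred in each. The Fc gamma list in DAN lay at 0.037 and the chemokine list in DAN at 0.56, where the paper gives inhibition. The TREM1 list in DAN, also given as inhibited, lay below 0 at -0.021, with medians of single arrays between -0.10 and -0.063. Its sign changed with normexp and loess (0.0049). Integrin genes had a median of 0.15 in ILI, where the paper associates the pathway with down-regulated genes. These medians are not the paper's activation scores, and its gene lists were not used here.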

Other observations

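Of the tests in this part, those on the fold changes of Table S1, on lists without its genes, on the control channels and on the split by mean signal were chosen only after the result was seen.

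The arrays of the DAN group gave the paper's DAN fold changes of Table S1 for 0 of 50 genes, while those of ILI and BOR gave theirs, with the closest probe of each gene taken. An exchange of labels between groups is argued against, since the ILI values of 50 of 50 genes were matched to within 2% on the arrays of ILI. A difference in processing is argued against, since at most 5 of 50 DAN values came within 1.5 times under the 3 alternatives of the processing that were run (normexp with loess, normexp with median centring, marked spots kept), each used for all arrays alike. A single array that pulls the mean away is argued against, since at most 7 of 50 came within 1.5 times with 1 DAN array left out, and at most 10 of 50 on any DAN array alone. The paper's DAN values correlated with the arrays of DAN at 0.894, of ILI at 0.940 and of BOR at 0.876 over genes, which are not independent and were picked for large changes. Other hybridizations behind the paper's DAN values may be a candidate explanation and cannot be told apart from other causes, since no such arrays were analysed here.

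The control channels should hold the same pool on all arrays. Over 17521 probes, 850 differed 2-fold or more between the control channels of DAN and ILI and 662 between DAN and BOR, but 25 between ILI and BOR, with a median SD between arrays of 0.08. Of the 850 probes, 642 (75.5%) differed as much in the same direction in the infected channel, and over probes the differences of both channels correlated with r = 0.841. For DAN and BOR the infected channel followed less, for 340 of the 662 probes (51.4%) and with r = 0.552. This r is no higher than that of ILI and BOR (0.566), whose control channels hardly differed. Between DAN and ILI, another control RNA on the DAN arrays as the only cause is argued against, because it would leave the infected channel as it is. An effect of slide, labelling or hybridization on both channels is consistent with the values of DAN and ILI, and a separate preparation of both DAN pools predicts the same and stays open. As an example, HBB had mean control signals of 5090 in DAN, 32304 in ILI and 28826 in BOR and mean infected signals of 7613, 40565 and 16931. The control signal of the N gene was 5.22 in DAN, 13.9 in ILI and 1730 in BOR.

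The number of probes called in the same direction in all 3 groups, 1167, was larger than in any of the simulations with 1 shared control pool (at most 1029). By direction, 578 probes were higher in all 3 groups against at most 369 simulated, and 589 were lower against 673 simulated on average. The simulated split depends on how the control part was drawn, from the DAN ratios with the sign reversed. It therefore cannot tell in which direction the excess lay. The simulations assume how much of the spread the control pool brings, so that its share in this overlap cannot be told apart from common changes. The probes higher in all 3 groups had a mean GC content of 45.7% (42.5% for matched probes that were not called) and those lower in all 3 had 38.5% (42.7%), a difference of 7.16 percentage points. A dye bias that follows the base composition could therefore contribute to the shared calls, and without an exchange of the dyes it was not separated from changes in expression. With a line in GC content taken out, 403 probes were higher and 614 lower in all 3 groups, and the simulations were not repeated for it. The log2 ratio rose by 0.15 in DAN, 0.33 in ILI and 0.35 in BOR per 10 percentage points of GC content.

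More probes were lower than higher in BOR, with 66.4% of the called probes lower. Among the 10859 probes with the highest mean signal over all arrays, 2892 of the 4980 called probes (58.1%) were lower in BOR, and among the remaining 13480 probes 73.2% of the called probes were lower. The shares in these sets were 30.9% and 40.0% in DAN, and 48.5% and 56.9% in ILI. The first test used the 10859 probes well above background in both channels on all arrays, of which 2553 were higher and 2370 lower in BOR (48.1% lower), so that the excess was gone. The split by mean signal was put in its place afterwards, because that set leaves out probes that fell to background. A loss of signal in the infected channel of the BOR arrays and a lower expression therefore cannot be told apart, for either set of probes.

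Lists of marker genes of cell types were compared between the pools. The median log2 ratio of 8 platelet genes of 16 listed was 0.033 in DAN (percentile 52.2), 1.14 in ILI (percentile 100) and 2.75 in BOR (percentile 100), and without the 3 genes that Table S1 holds it was -0.063, 0.96 and 2.70. A larger share of platelets in the cells of the BOR pool is consistent with the value of 2.75 and stays a hypothesis, since a change of expression or an effect of the slide was not excluded. The platelet values were 0.13, 0.87 and 0.95 under normexp and median centring.

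The 4 B cell genes tested of 14 listed had medians of 0.47 ± 0.24 in DAN (percentile 98.6), -0.11 ± 0.07 in ILI (percentile 41.8) and -0.84 ± 0.39 in BOR (percentile 3.25). The value of 0.47 in DAN argues against fewer B cells in all 3 infected pools, while for BOR alone a smaller share of B cells stays open. With normexp and loess the medians were 0.36, -0.11 and -0.24. The muscle list, with 12 of 18 genes tested, had medians of 0.29 ± 0.15, 0.78 ± 0.08 and 0.75 ± 0.13, at percentiles 95.2, 99.9 and 99.9. Table S1 holds 4 of the 12, so that the percentiles are not independent evidence, and without them the medians were 0.22, 0.68 and 0.50. In DAN SMPX, TNNI1, MB and COX7A1 were up-regulated and MYH7 was down-regulated (-0.83, infected channel not well above background). Of the 4 up-regulated, 3 were well above background in the infected channel on all 4 arrays and 2 in both channels on all 12. Probes near background cannot be told apart from other causes, since a rise in the infected channel by itself lifts a probe above background. Several genes of this list are also expressed in other cells, and no source was tested.

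The other cell type lists are reported as values. The neutrophil list (10 of 18 genes tested) had medians of 0.32 ± 0.04 in DAN, 0.57 ± 0.04 in ILI and 0.46 ± 0.22 in BOR, at percentiles 97.4, 98.5 and 96.6. The T cell list (10 of 14) had -0.16 ± 0.15, 0.14 ± 0.08 and -0.18 ± 0.11, at percentiles 4.47, 76.4 and 43.6. The list of cytotoxic and NK cells (12 of 15) had 0.59 ± 0.07, 0.44 ± 0.08 and 0.15 ± 0.16, at percentiles 100, 97.4 and 85.4. The monocyte list (9 of 12) had -0.28 ± 0.16, -0.53 ± 0.31 and -0.56 ± 0.27, at percentiles 1.83, 1.11 and 8.98. The erythroid list (4 of 11) had 0.60 ± 0.14, 0.38 ± 0.10 and -0.56 ± 0.18, at percentiles 98.9, 90.8 and 16.4. The proliferation list (7 of 12) had 0.77 ± 0.20, 0.81 ± 0.09 and 0.86 ± 0.04, at percentiles 99.96, 99.75 and 99.85. The signs of the neutrophil, cytotoxic and NK cell, and proliferation lists in BOR and of the T cell list in ILI changed with normexp and median centring, and that of the monocyte list in BOR with the median over the probes of a gene. The T cell and erythroid lists in BOR were -1.58 and -1.85 with normexp and median centring, which shifts the probes of BOR as a whole.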
